# IL-22R Ligands IL-20, IL-22, and IL-24 Promote Wound Healing in Diabetic *db/db* Mice

**DOI:** 10.1371/journal.pone.0170639

**Published:** 2017-01-26

**Authors:** Ganesh Kolumam, Xiumin Wu, Wyne P. Lee, Jason A. Hackney, Jose Zavala-Solorio, Vineela Gandham, Dimitry M. Danilenko, Puneet Arora, Xiaoting Wang, Wenjun Ouyang

## Abstract

Diabetic foot ulcers (DFU) are one of the major complications in type II diabetes patients and can result in amputation and morbidity. Although multiple approaches are used clinically to help wound closure, many patients still lack adequate treatment. Here we show that IL-20 subfamily cytokines are upregulated during normal wound healing. While there is a redundant role for each individual cytokine in this subfamily in wound healing, mice deficient in IL-22R, the common receptor chain for IL-20, IL-22, and IL-24, display a significant delay in wound healing. Furthermore, IL-20, IL-22 and IL-24 are all able to promote wound healing in type II diabetic *db/db* mice. Mechanistically, when compared to other growth factors such as VEGF and PDGF that accelerate wound healing in this model, IL-22 uniquely induced genes involved in reepithelialization, tissue remodeling and innate host defense mechanisms from wounded skin. Interestingly, IL-22 treatment showed superior efficacy compared to PDGF or VEGF in an infectious diabetic wound model. Taken together, our data suggest that IL-20 subfamily cytokines, particularly IL-20, IL-22, and IL-24, might provide therapeutic benefit for patients with DFU.

## Introduction

Normal cutaneous wound healing can be divided into at least four overlapping phases, hemostasis (or coagulation), inflammation, re-epithelialization, and remodeling [1–4]. Many different cell types, such as platelets, keratinocytes, fibroblasts, endothelial cells and macrophages, participate in wound healing processes. Significant delay of wound healing steps results in chronic wounds such as diabetic foot ulcers (DFU), pressure ulcers and venous ulcers [5, 6]. With increasing incidence of diabetes mellitus worldwide, DFU often leads to substantial morbidity and mortality and presents a significant unmet medical need [7, 8]. Five-year mortality rate for a neuropathic DFU is approximately 50%, about the same as colon cancer. Approximately 80,000 amputations annually were caused by unhealed diabetic ulcer in the United States. Although neuropathy, minor foot trauma and foot deformity are considered as the major triggers of the DFU, deficiencies in angiogenic responses, leukocyte recruitment and macrophage function, extracellular matrix deposition, epidermal barrier function, and fibroblast activities contribute to the delayed wound healing in individuals with diabetes [6, 9]. In addition, uncontrolled infections in some DFU patients can further hinder the wound healing process. Given the complexity of the wound healing progress and various defects in DFU patients, proper management of wound requires multidisciplinary approaches, such as debridement, offloading, moist wound care, surgeries to help revascularization and control of infection, and promoting healing with various growth factors [10, 11]. To date, growth factors, including epidermal growth factor (EGF) family, fibroblast growth factor (FGF) family, platelet derived growth factor (PDGF), vascular endothelial growth factor (VEGF), and transforming growth factor (TGF) family factors have been shown to facilitate wound healing process through various mechanisms [5, 12]. For example, VEGF significantly expedited the wound healing process in diabetic mouse models through promoting angiogenesis, lymphangiogenesis, and recruitment of leukocytes [13, 14]. Both FGF and PDGF are able to accelerate wound healing process [15]. In various preclinical models, PDGF demonstrated consistent functions to enhance the granulation process, while the improvement in re-epithelialization was only observed in certain models [16]. Although many of these growth factors have also been tested in clinic to treat DFU patients, only recombinant human PDGF (Becaplermin or Regranex) is approved by FDA for this indication. However, its usage is limited in clinic due to relative mild benefit, high cost and safety concerns [17]. With increasing incidence of diabetes mellitus worldwide, diabetic foot ulcer often leads to substantial morbidity and mortality and presents a significant unmet medical need [7, 8].

Proinflammatory cytokines, such as GM-CSF, IL-1, IL-6 and TNF-α also exert essential roles during wound healing [5]. Recently, IL-20 subfamily cytokines, IL-19, IL-20, IL-22 and IL-24, have been demonstrated to regulate wound healing responses both in vitro and in vivo [18]. Among these cytokines, IL-20, IL-22 and IL-24 all bind to a common receptor subunit, IL-22R [19–23]. When IL-22R pairs with IL-20Rb chain, it engages IL-20 and IL-24, while when IL-22R couples with IL10Rb chain, it only serves as a receptor for IL-22. Additionally, IL-20 and IL-24 signal through IL20Ra and IL-20Rb pair, which is also shared by IL-19 [22]. Upon binding to their receptors, IL-19, IL-20, IL-22 and IL-24, activate Stat3 signaling pathways [22]. The receptors of IL-20 subfamily cytokines are all highly expressed on human primary keratinocytes [24]. In vitro, IL-20 subfamily cytokines induce some downstream biological effects observed in psoriatic skins and in wound healing, such as hyperproliferation, differentiation, proinflammatory and antimicrobial responses, and upregulation of genes involved in tissue remodeling, from cultured human primary epidermis [24, 25]. In these studies IL-22 showed the strongest potency, followed by IL-24 and IL-20, and IL-19 being the weakest. IL-22 deficient mice display defects in wound healing, especially in the dermal compartment [26]. In this full-thickness model, lack of IL-22 led to reduced extracellular matrix production while the rate of reepithelialization was similar to that in WT mice. IL-22 directly induced the expression of extracellular matrix genes in fibroblasts. In addition, IL-22 is able to promote wound healing in a streptozotocin-induced type I diabetic model [27]. Recombinant IL-19 and IL-20 also can facilitate wound healing in a full-thickness circular wound model [28].

Based on the broad wound healing effects induced by IL-20 subfamily cytokines on primary human epidermis, we investigated whether these cytokines could provide therapeutic benefits for DFU in preclinical mouse models. We chose wound healing model in type II diabetic *db/db* mice because they exhibit significant delayed wound closure compared to other diabetic strains such as streptozocin induced diabetic mice and Akita mice [29]. Wound healing in mice is fundamentally different to that of human [30, 31]. While healing in human is predominantly driven by re-epithelialization, in murine models contraction is a major force affecting the healing process. In our study, therefore, we used a well-established splinted wound healing model to minimize the differences and restrict the contraction. We observed an induction of IL-20 subfamily cytokines IL-19, IL-20, IL-22 and IL-24 in wounded skins. The absence of the IL-22R rendered the delayed wound healing process. Fc fusion proteins of the IL-22R binding cytokines, IL-20-Fc, IL-22-Fc and IL-24-Fc can significantly stimulate the wound healing in diabetic db/db mice. Mechanistically, IL-22-Fc but not VEGF and PDGF induced unique pathways including reepithelialization, tissue remodeling and antimicrobial responses from the wound. Importantly, IL-22-Fc elicited better efficacy than VEGF and PDGF in infected diabetic wound.

## Materials and Methods

### Mice

C57BL/6 mice, 10 to 12 weeks old leptin receptor deficient mice (*db/db*; BKS.Cg-Dock7m Leprdb/+ +/J), and the lean control mice were purchased from Jackson Laboratory. The genetic deficient mice for IL-22, IL-20Rb, and IL-22R were described previously [32]. Age and gender-matched female mice were selected based on their initial blood glucose (>350 mg/dl) and were randomized into study groups. In all studies, animals with skin lesion at non-surgery sites, with alopecia or other experiments unrelated health issues were euthanized immediately and excluded from the studies. The sample size in each study is described in figure legends. There was no animal death without euthanasia during experimental intervention. During skin surgery to generate the wounds, all animals were anesthetized by inhalation of isoflurane to minimize animal suffering and distress. All animals were monitored at least once dxaily during the study. All protocols were reviewed and approved by the Genentech Institutional Animal Care and Use Committee.

### Clean wound preparation, treatment and analysis

Following induction of a surgical plane of anesthesia, the dorsal portion of the back (from the scapular area to the lumbar area) was shaved, and the stubble was removed with hair remover lotion Nair. Nair was rinsed off with clean water, and then area was cleaned with Betadine^®^ Microbicides and alcohol. The animal was placed in ventral recumbency and the area of the skin to be removed was marked using a 6-mm-diameter punch. The marked wound edge was cut off with a sterile fine scissor. A 0.5-mm thick silicone ring, 10–12 mm inside diameter, was placed around each wound. A 2-cm square of Tegaderm (3M) was placed over the wound and ring. Immediately after skin wounding, mice were intraperitoneally (i.p.) or topically applied with 50-μg IL-22-Fc, control Fc, or 20μg anti-FGFR1 (Genentech). The Fc protein treatment was done every other day until the end of the study. Wounds were monitored and wound dressings were changed every other day. The vertical and horizontal wound gaps were measured with vernier caliper. The wound gap was calculated as the average of vertical and horizontal wound gaps. The mouse IL-20-Fc, IL-22-Fc and IL-24-Fc were described previously [32].

### Infectious wound preparation, treatment and analysis

The skin area was prepared as in clean wound. Mouse was placed on its side on a sterile sheet. The dorsal skin of the chest from the midline was pulled with fingers, and the folded skin was punched through (both layers) with a 6-mm-diameter sterile biopsy punch to create two symmetrical full-thickness excisional wounds besides the midline. On day 2, wounds were inoculated locally with 100 μl sterile PBS or 1x10^6^ CFU S. aureus. Tissue glue was applied to one side of a splint and carefully placed around the wound so that the wound was centered within the splint. The glue bonds to the skin on contact. Splint was secured to the skin with four interrupted sutures of 6.0 nylon. Wounds were covered with Tegaderm sterile transparent dressing. On day 4, mice were topically applied with 30ug Fc proteins, recombinant PDGF-BB (Peprotech), or VEGFα (Genentech). The doses were selected based on previous described [13, 15]. The Fc protein treatment was done three times per week until the end of the study. Photographs of individual wounds were taken with a digital camera while animals were under anesthesia. The images were analyzed with Image J software (NIH).

### Blood glucose measurement

Blood glucose was measured by Onetouch Ultra glucometer (LifeScan Inc.).

### Luciferase reporter assay

3T3 cells overexpressing human or mouse receptor complex of IL-22R/IL-20Rb, IL-20Rs/IL-20Rb were generated. 100,000 cells were seeded in 400 μL Dulbecco's modified Eagle's medium (DMEM) medium (10% fetal bovine serum [FBS], 10 mM Hepes, 10 mM GlutaMAX, and 10 mM Pen/Strepe) in 24-well plates (Corning Inc.). Cells were then transfected with plasmids encoding the Stat3 firefly luciferase reporter construct and a control Renilla luciferase construct (Genentech) in 100 μL Opti-MEM^®^ reduced serum medium (Thermo Fisher Scientific). Next day, cells were stimulated with recombinant cytokines (R&D Systems) in serial diluted concentrations. Supernatant was discarded after 20 hours and the cells were lysed and analyzed with Dual-Luciferase^®^ Reporter 1000 Assay System (Promega). The ratio of firefly to Renilla luminescent represents the Stat3 activity. Stat3 reporter plasmid was constructed to express the firefly luciferase reporter gene under the control of a minimal CMV promoter and tandem repeats of the Sis-inducible transcriptional response element.

### RNA isolation and gene expression analysis

C57BL/6 mice were i.p. injected with 100ug IL-22-Fc or control Fc. 24 hours later, the skin of the dorsal area was rapidly shaved with razor removed and snap-frozen in Trizol (Life technologies). The tissue was homogenized with 5-mm metal beads with TissueLyser(Qiagen). mRNA was isolated with PureLink RNA kit (Life technologies). RNA was directly analyzed by One Step RT-PCR (Qiagen) on ABI7500 (Applied Biosystems). Results were normalized to those of the control Rpl19 (encoding ribosomal protein L19) and are reported as 1,000×2ΔCT. Primer/probe sets for S100a9 and Defb1 were purchased from Life technologies. For microarray analysis, wounds of *db/db* mice were topically treated with 50 ug control Fc, IL-22-Fc, PDGF-BB, or VEGFα on day 0, 2, 4, and 6. On day 7, the skin surrounded the wound was cut off as a 2-mm circle and immediately snap-frozen in RNAlater (Life technologies). Gene expression analysis was performed using an Affymetrix platform (Mouse430V2) following the manufacturer’s protocols (Affymetrix). The microarray data are available from the GEO repository under accession number GSE80419.

Raw microarray data were processed using the R programming language (http://www.r-project.org) and packages from the Bioconductor project (http://www.bioconductor.org). Probe set intensities were normalized using the RMA method [33]. Probe sets were further filtered to select a single probe set per mouse Entrez gene, choosing the probe set that showed the highest variance [34]. Statistical analysis of differential expression was performed using the limma Bioconductor package. All p-values were adjusted for multiple testing using the Benjamini-Hochberg method [35]. Genes selected for heatmap were determined by ANOVA, with at least 2-fold change across the groups, at an adjusted p-value of 0.001. Genes specific to each treatment were identified by comparing each treatment to the control and both other treatments, selecting genes that showed at least 1.5 fold higher expression in the treatment of interest than the other conditions, at an adjusted p-value of 0.05.

Gene ontology (GO) analysis was performed using the GOstats Bioconductor package [36]. GO biological process terms were tested for enrichment in each of the sets of differentially expressed genes using a conditional test of over representation, using the transcriptome represented on the microarray as the background set. GO categories were considered significant at a nominal (un-adjusted) p-value of 0.01. Functional annotation networks were created by taking genes found in over-represented GO categories as nodes, with edges drawn between genes when they were found in the same GO category. GO categories with more than 2000 genes were excluded from this analysis, as they were generally insufficiently specific to allow for detailed characterization of the genes. Functional annotation of gene clusters in networks was done by hand, with clusters being annotated by the major biological role played by genes in the cluster. Networks were visualized using Cytoscape software [37].

### Histologic evaluation

Immunohistochemistry (IHC) was performed on formalin-fixed paraffin embedded skin tissues. IHC for angiogenesis was performed using rat anti-CD31 (Clone MEC13.3, 553370, BD Biosciences) with fluorescein isothiocyanate labeled anti-rat IgG2a. The mouse skin was photographed under 5x microscope. Evaluation of routine histologic sections of wounds was done on 10% formalin-fixed, paraffin embedded and hematoxylin and eosin stained wounds harvested following complete wound closure. Representative histologic images of cross sections from completely closed wounds from each mouse were taken at a magnification of 100x. The quantification of the epidermal area in completely healed wounds was done in ImageJ

### Statistical analysis

Statistical analysis except for microarray was done with two-tailed unpaired Student’s t-test or 2- Way ANOVA. P value less than 0.05 was considered as statistically significant.

## Results

### Essential role of IL-22R in splinted wound healing model

To evaluate the role of IL-20 subfamily cytokines in wound healing, we first examined their expression during the wound healing process in a splinted 6-mm-diameter full thickness wound model [30]. In mice, the splinted wound is normally completely closed in about two weeks [31]. Quantitative RT-PCR analyses with mRNA samples isolated from the wounded skins at different time points revealed that all IL-20 subfamily cytokines were upregulated during the sterile wound healing process (Fig 1A–1D). IL-19, IL-20 and IL-24 were all upregulated on day 1, while IL-22 was upregulated on day 2. These data are consistent with reported upregulation of IL-22 during the normal wound healing process [26]. The expression of these cytokines peaked between day 6 and day 8. To evaluate the role of IL-20 subfamily in this splinted wound model, we tested mice deficient in either IL-22 or IL-20Rb, the common receptor chain for IL-19, IL-20, and IL-24. Consistent with previous report [26], the time course of wound closure in IL-22 deficient mice was the same as that in WT mice (Fig 1E), suggesting that in this model IL-22 had only a minimal or redundant role on reepithelialization. Similarly, the wound healing process was also normal in IL-20Rb deficient mice (Fig 1F), excluding a dominant role for other IL-20 subfamily cytokines during wound healing. These data suggest that there is a redundant role of IL-20 subfamily cytokines in cutaneous wound repair.

**Fig 1:**
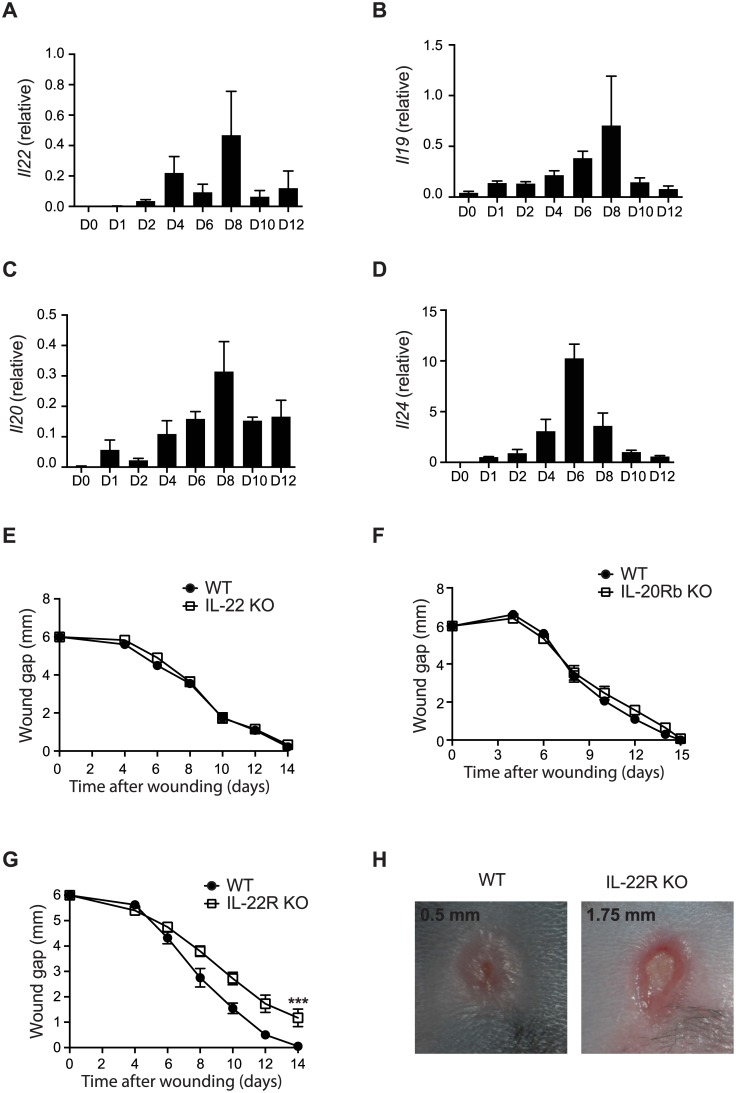
IL-22R ligands are involved in wound healing. (A-D) mRNA expression for (A) *Il22*, (B) *Il19*, (C) *Il20* and (D) *Il24* in wounded skins from C57BL/6 mice (n = 3) at different time points. (E), Wound gaps of a clean wound on the back of IL-22 KO mice (n = 9) and the littermate WT (n = 8) control mice. (F) Wound gaps of a clean wound on the back of IL-20Rb KO (n = 10) and the littermate WT (n = 9) control mice. (G) Wound gaps of a clean wound on the back of IL-22 R KO and the littermate WT (n = 10) control mice. (H). Representative pictures of a clean wound at day 12 from (G). Error bars, s.e.m. *** *P* < 0.001. 2-way ANOVA (G). Data shown are representative of two (A-F) and three (G-H) independent experiments.

IL-22R is a common receptor for IL-20, IL-22 and IL-24. We then evaluated the role of IL-22R in the splinted wound healing model with IL-22R deficient mice. In contrast to the results from IL-22 deficient mice, IL-22R deficient mice showed a significant delay in wound closure in comparison to that of WT control mice (Fig 1G). This delay in wound closure first became apparent on day 8, and by day 12, the average WT wound diameter was about 0.5 mm in comparison to an average of 1.75 mm wound diameter in IL-22R deficient mice (Fig 1H). While all WT mice had complete wound closure by day 14, 70% of IL-22R deficient mice still had open wounds. These data support an essential function for IL-22R signaling during the normal wound healing process.

Previous studies in human cells suggested that IL-20 and IL-24 use both IL-20Ra/IL-20Rb and IL-22R/IL-20Rb receptor pairs for their functions. However, this has not been critically examined in the murine cells. We, therefore, first examined the receptor usage by murine IL-20 subfamily cytokines in a Stat3 promoter-driven luciferase reporter assay with 3T3 cells overexpressed both murine and human receptor pairs. First, murine IL-20 subfamily cytokines were able to cross-react with human receptors (Fig 2). Murine IL-19 (Fig 2A) and IL-22 (data not shown) could induce Stat3 activity in cells expressing their designated receptor pairs similar to those reported in human system [20, 22, 23]. However, mouse IL-20 and IL-24 showed much higher potency in promoting Stat3 activity in cells bearing mouse IL-22R/IL-20Rb than that in cells expressing mouse IL-20Ra/IL-20Rb receptor pairs (Fig 2B and 2C). These data implied that in mouse IL-22R was not only essential for the function of mouse IL-22 but was also dominantly utilized by mouse IL-20 and IL-24, providing an explanation on the major role of IL-22R, but not its ligands, in wound healing.

**Fig 2:**
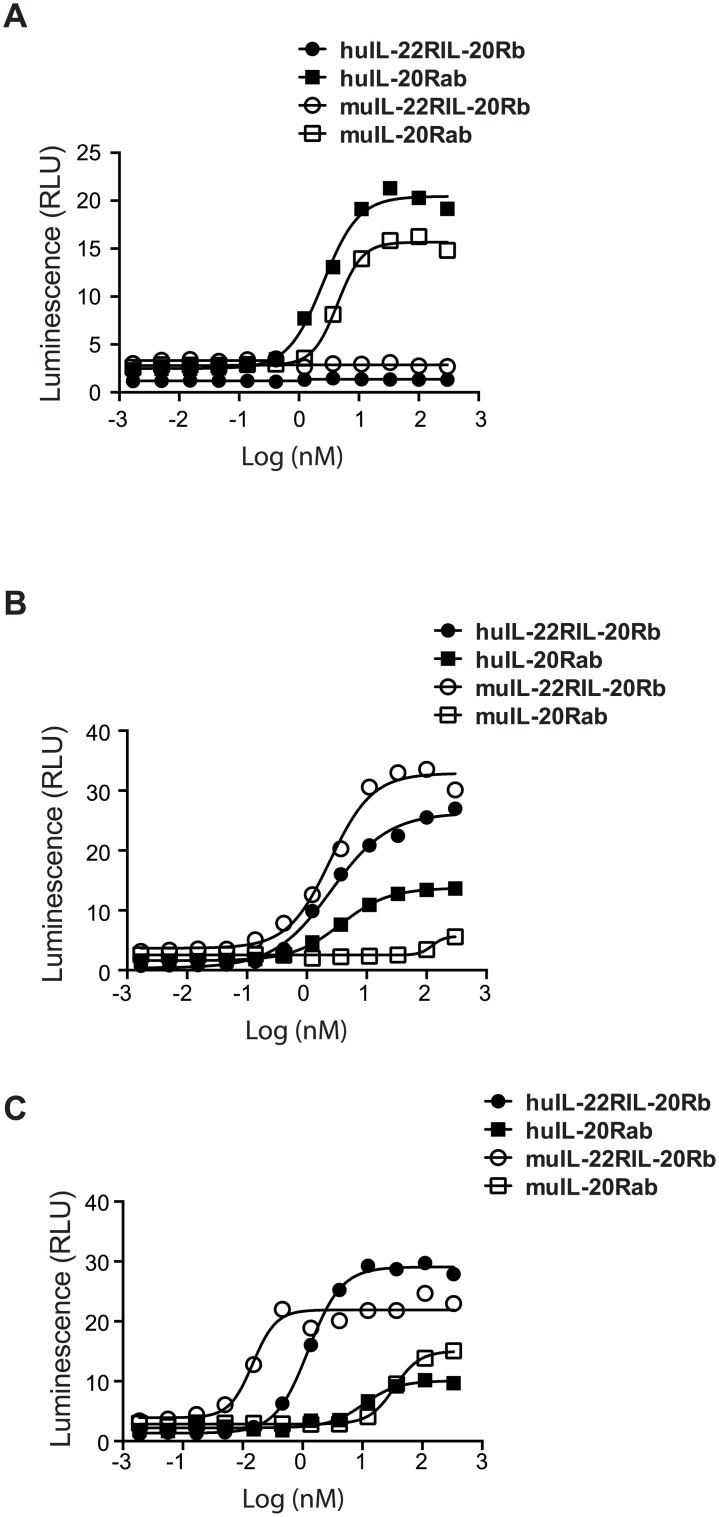
Expression of IL22 R is important for Stat3 activation by murine IL-20 and IL-24. Activities of recombinant cytokines were tested in Stat3 luciferase reporter assay on cell lines overexpressing receptors. (A) IL-19. (B) IL-20. (C) IL-24. Data shown are representative of five independent experiments.

### IL-22-Fc promotes wound healing in diabetic mouse model

Next, we asked whether providing exogenous IL-22R cytokine ligands could also promote the healing process in an impaired wound healing model. Diabetic *db/db* mice are used as a model to mimic the wound healing defects in DFU [29]. Splinted wounds created on *db/db* mice take more than a month to heal, while all wounds in WT can close within two weeks (Fig 3A) [29]. To evaluate the effects of IL-22R ligands on wound healing, we first systemically administrated IL-22-Fc, a fusion protein with a prolonged half-life *in vivo* [32, 38], to wounded *db/db* mice and monitored the progression of wound size. Interestingly, systemic IL-22-Fc administration significantly accelerated wound healing in these *db/db* mice. By day 27, all wounds in the IL-22-Fc treated mice were healed; whereas the wounds in control protein treated *db/db* mice remained open (Fig 3B–3D). Systemic treatment with IL-22-Fc was also able to alleviate many of the metabolic syndrome defects, including lowering serum glucose, in *db/db* mice [32]. It is therefore possible that the enhanced wound healing by IL-22-Fc could be an indirect effect via amelioration of the metabolic syndromes. To test this, we treated mice with anti-FGFR1, an antibody that provides similar metabolic benefits as those by IL-22-Fc [39]. In contrast to IL-22-Fc, anti-FGFR1 antibody failed to stimulate the wound healing process in *db/db* mice despite lowering serum glucose, suggesting that improvement of metabolic disorders alone is not sufficient to promote wound healing in this model (Fig 3B–3F).

**Fig 3:**
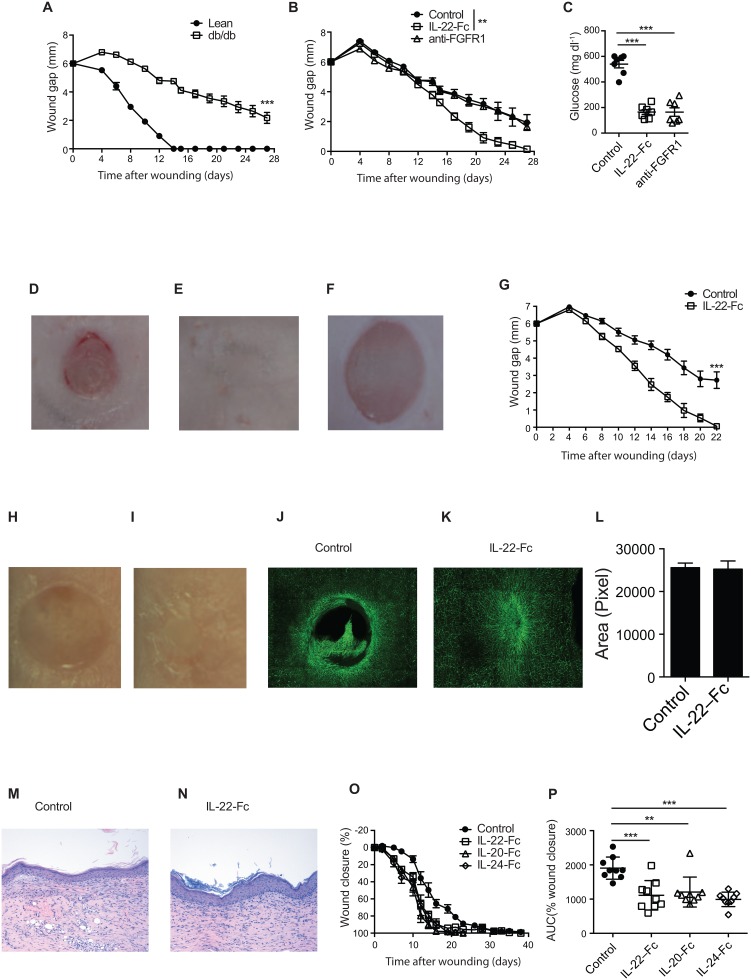
IL-22-Fc promotes wound healing in *db/db* mice. (A) Wound gaps of a clean wound on the back of *db/db* and lean control mice (n = 7). (B-F) *db/db* mice with wounds i.p. injected with control Fc, IL-22-Fc or anti-FGFR1 (n = 7). (B) Wound gaps. (C-E) Representative wound images of mice treated with (C) Control, (D) IL-22-Fc and (E) anti-FGFR1 on day 27. (F) Glucose. (G) Gaps of the wounds topically applied with control or IL-22-Fc (n = 7). (H-N) Wounds topically treated with Fc proteins. (H-I) Representative wound images on day 22 treated with (H) control and (I) IL-22-Fc. (J-K) FITC labeled anti-CD31 staining of the wounded skins on day 18 after treatment with control (J) or IL-22-Fc (K). (L) Quantification of the epidermal areas from H&E stained histologic sections from completely healed wounds from mice treated with control and IL-22Fc. (M-N) H& E stained histologic sections of healed wounds treated with control (M) or IL-22-Fc (N). (O) Wound closure (n = 6–10). (P) AUC of wound closure as in O. Error bars, s.e.m. ** *P* < 0.01, ***P < 0.001. 2-way ANOVA (A, B, G), Student’s t-test (F, P). Data shown are representative of two independent experiments.

To further demonstrate a direct effect of IL-22-Fc on promotion of cutaneous wound healing, we applied IL-22-Fc topically on the wounds. Similar to the results in mice treated with systemic IL-22-Fc, topical IL-22-Fc treatment also promoted wound healing in *db/db* mice (Figs 3G and S1). By day 22, all wounds treated topically with IL-22-Fc were completely closed, while control protein treated wounds were still open (Fig 3H and 3I). IL-22 has been shown to stimulate local VEGF production and promote angiogenesis [24, 40]. Indeed, after 18 days, IL-22-Fc treated wounds showed markedly greater vascularization as demonstrated by anti-CD31 staining compared to that of control protein treated wounds (Fig 3J and 3K). Importantly, the thickness of the epidermis and the histologic appearance of both the epidermis and dermis from completely healed wounds in both control group and IL-22-Fc treated group were very similar (Fig 3L–3N), indicating that, IL-22-Fc accelerated wound healing without altering the normal skin structure. Finally, we examined whether IL-20-Fc and IL-24-Fc had the similar functions in promoting wound healing in *db/db* mice. Similar to IL-22-Fc, IL-20-Fc and IL-24-Fc also accelerated wound closure in this model (Fig 3O and 3P). In summary, these data support the premise that the IL-22R cytokine ligands, IL-20, IL-22, and IL-24 could provide therapeutic benefit to patients with DFU.

### IL-22-Fc promotes reepitheliazation, tissue remodeling and antimicrobial responses

To better understand the mechanism of IL-22-Fc in promoting wound healing we analyzed the gene expression profile of wounded skin 7 days after treatment with IL-22-Fc, and other growth factors such as PDGF and VEGF that also accelerate wound healing in the *db/db* model [13–16]. 

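Gene expression in skin around the wounds was measured on Affymetrix Mouse430V2 arrays. The day 7 comparison holds 18 arrays, of which 5 are from wounds given the control protein, 5 from IL-22-Fc, 5 from VEGF and 3 from PDGF. A further 19 arrays are from wounds taken 24 h after 1 dose (4 control, 5 IL-22-Fc, 5 VEGF and 5 PDGF) and 5 are from untreated skin, whose genotype the labels do not give, which makes 42 arrays in 9 groups. The authors deposited RMA intensities for 20672 probe sets on a linear scale, and their log2 was used here. limma was fitted over the arrays of one time point, and p was adjusted by the method of Benjamini and Hochberg over all probe sets. A gene was called at an adjusted p under 0.05 and a change of at least 1.5-fold. Members of 50 gene lists fixed in advance were counted and each list was tested against all other genes with camera at a preset correlation of 0.01. A member of a list counted as higher or lower at an adjusted p under 0.05, with no fold threshold. The labels and the text of the study differ in some respects. The control protein is an anti-ragweed antibody in the labels and control Fc in the methods, the VEGF dose is 20 µg in the labels and 50 µg in the methods, IL-22-Fc is given as 20 µg in the design text and as 50 µg in the methods, and the labels name C57BL/6 as the strain. Replicate numbers are only running names here, so no arrays were paired and each p-value measures the spread between arrays. The level of the Gapdh probe set at the 5' end of the transcript, taken here as a sign of RNA integrity, was 11.48 ± 0.19 (SD, n = 3) on the log2 scale with PDGF at day 7 and 12.90 ± 0.06 (SD, n = 5) in the control, a difference of -1.42. The matching Actb probe set differed by -0.63. For both, the 2-sided exact permutation p was 0.0179, the smallest that 3 arrays against 5 allow. IL-22-Fc arrays had a Gapdh level 0.23 higher than the control (exact permutation p = 0.0159) and VEGF arrays an Actb level 0.31 higher (exact permutation p = 0.00794). The Actb level with IL-22-Fc differed by -0.09 and the Gapdh level with VEGF by -0.03 (exact permutation p = 0.5 and 0.72). Control probe sets at the 3' end were not available, so a low 5' level cannot be told apart from lower expression of Gapdh and Actb. A fit with the 5' level as a covariate may thus also remove part of a treatment effect.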

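On day 7 the wounds of the 4 groups separated by treatment in their gene expression. The first principal component held 37.4% of the variance and set the 3 PDGF arrays (52.8 to 68.7) apart from all others (at most -4.35). The second held 24.6% and separated IL-22-Fc (-31.5 to -24.1) from VEGF (16.0 to 36.5). Among genes with a difference of at least 2-fold across the groups were Rnase2a, an eosinophil-associated ribonuclease whose log2 level was 8.35 above the control with PDGF, Kcne3, a potassium channel subunit 3.64 higher with VEGF, and Saa1, an acute-phase protein 4.14 higher with IL-22-Fc. In all, 2144 genes passed an adjusted p of 0.001 in the moderated F test of limma with at least 2-fold between the highest and the lowest group mean. Of these, 758 had their highest mean with IL-22-Fc, 667 with VEGF, 477 with PDGF and 242 in the control, and 1247 had their lowest mean with PDGF. The count was 3769 with the 5 untreated arrays, a group that Fig 4A shows too, as a further group. It was 947 with the mean 5' level as a covariate, which was chosen after seeing the data. The PDGF arrays that stand apart on the first component are also those with the low 5' probe set levels.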

Hierarchical cluster with genes most differentially expressed based on ANOVA analysis indicated that these factors induced markedly different biological processes (Fig 4A). 

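Besides Alox8, the genes that set IL-22-Fc apart from the control and both other treatments included Chil1, Lpo, Uox and Fetub. Relative to the control, Chil1, a chitinase-like protein, was higher by a log2 fold change of 3.88 (standard error 0.36, adjusted p = 5.5e-07 from limma), and Lpo, the lactoperoxidase, by 3.55 (standard error 0.16). Uox, the urate oxidase, had a change of 3.80 and Fetub, the fetuin B gene, of 3.02. Lower with IL-22-Fc were Mt4, an epithelial metallothionein, at -4.36 (standard error 0.38, adjusted p = 2.4e-07 from limma), the late cornified envelope gene Lce1m at -3.84 and the suprabasal keratins Krt77 and Krt2 at -3.59 and -3.57. The VEGF-specific genes included Pcdh17, a protocadherin, at 2.98 (standard error 0.20), the transmembrane collagen Col13a1 at 3.00 and the apelin receptor Aplnr at 2.60. With PDGF, Retnla and Chil4, markers of alternatively activated macrophages, were higher by 5.14 and 4.09 (standard errors 0.34 and 0.12) and the chemokine Ccl24 by 4.05, while Aspn and Ogn, small proteoglycans of connective tissue, were lower at -4.18 and -3.49. At 1.5-fold and adjusted p under 0.05 in all 3 contrasts of limma, 175 genes were higher and 30 lower with IL-22-Fc, 274 higher and 297 lower with VEGF, and 672 higher and 1361 lower with PDGF. The PDGF counts come from 3 arrays with low 5' probe set levels. With the mean 5' level as a covariate, chosen after seeing the data, they were 11 and 37, those of IL-22-Fc 24 and 3, and those of VEGF 19 and 2. Chil4, Ccl24, Aspn and Ogn kept their PDGF calls, at 5.05, 2.81, -3.92 and -4.17 (adjusted p = 2.7e-08, 0.0077, 0.049 and 0.0077), and Retnla, at 4.27 (adjusted p = 0.058), did not. The covariate raised the median standard error of PDGF against the control from 0.119 to 0.361, while the median size of the change against the control went from 0.97 to 0.80 in the PDGF-specific genes, from 1.02 to 1.00 in those of IL-22-Fc and from 0.87 to 0.85 in those of VEGF. Genes specific to IL-22-Fc or VEGF must pass against PDGF too, and against the control alone 283 of the 309 higher and 143 of the 166 lower genes of IL-22-Fc were called with the covariate too.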

IL-22-Fc treatment specifically regulated more than 231 genes, 195 upregulated and 36 downregulated, while VEGF and PDGF uniquely controlled the expression of 597 genes (303 up- and 294 down-regulated) and 2051 genes (667 up- and 1384 down-regulated), respectively. Next, we functionally characterized genes uniquely upregulated by IL-22-Fc (Fig 4B), VEGF (Fig 5A), and PDGF (Fig 6A) using Gene Ontology analysis. 

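Kallikreins moved in opposite directions with IL-22-Fc and VEGF. The 8 kallikreins, serine proteases of the epidermis, had 7 members higher with IL-22-Fc and 7 lower with VEGF, with median log2 fold changes of 0.80 and -0.65 (adjusted p = 1.3e-14 and 6.6e-09 from camera, and adjusted p = 0.052 and 0.068 with an estimated correlation). PDGF raised 3 kallikreins and lowered 1, and as a list they did not pass the camera test (adjusted p = 0.34). Of 35 endothelial cell genes, 31 rose with VEGF and 1 fell, while with PDGF 10 rose and 8 fell (adjusted p = 0.87 from camera). The integrated stress response, a program of amino acid shortage and protein folding stress, had 26 of 36 genes higher with PDGF (adjusted p = 9.5e-08). This call was lost at an adjusted p = 0.54 with an estimated correlation. Against the control, 23 of the 50 lists passed with IL-22-Fc (13 upward and 10 downward), 28 with VEGF (14 and 14) and 13 with PDGF (5 and 8). With an estimated correlation 11 passed with VEGF and none with the others. With 50% of genes left out by interquartile range, 5 passed with PDGF. In a fit with the 5' level as a covariate, chosen after seeing the data, 21 passed with PDGF, most of them upward. None of these passed with an estimated correlation. The PDGF medians in that fit were 0.57 for kallikreins, 0.42 for endothelial genes and 0.88 for the stress response. All 3 lists passed camera upward (adjusted p = 0.014, 0.0033 and 1.2e-09, and adjusted p = 0.6, 0.51 and 0.26 with an estimated correlation).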

The major pathways induced by these three cytokines were very distinct from one another. The dominant pathways promoted by IL-22-Fc included reepithelialization, tissue remodeling, host defense, and fatty acid/lipid metabolism. 

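IL-22-Fc raised genes of the outer epidermis that make proteases, their inhibitors and lipid enzymes. The 11 of 20 epidermal protease inhibitors that rose (14 higher and 1 lower adjusted over the list alone) had a median log2 fold change of 0.77 over the list (adjusted p = 1.2e-15 from camera, and adjusted p = 0.052 with an estimated correlation). Klk9, Klk12 and Klk6 were the kallikreins with the largest changes, at 1.58, 1.10 and 1.07. All 8 kallikreins were higher when adjusted over the list alone. In epidermal lipid metabolism, 12 of 36 genes rose and 2 fell (15 and 3 adjusted over the list alone), among them the phospholipase Pla2g4d at 2.40 (standard error 0.18, adjusted p = 1.8e-08 from limma) and the retinol dehydrogenase Rdh16 at 1.39. The list passed at 1.7e-07 (adjusted p = 0.22 with an estimated correlation). Of 21 keratinocyte activation genes 3 rose (7 adjusted over the list alone), among them the wound keratin Krt17 at 0.93, and the list passed at 0.0043 (adjusted p = 0.58 with an estimated correlation). Cornified envelope and late differentiation genes went both ways, with 14 of 41 higher, such as Sprr2f at 3.62, 13 lower, and no call as a list (adjusted p = 0.57; 16 higher and 15 lower adjusted over the list alone). Of 30 STAT3 targets 6 rose (9 adjusted over the list alone), among them the oncostatin M receptor Osmr at 0.80, with an adjusted p = 6.6e-05 for the list and an adjusted p = 0.45 with an estimated correlation. Of 9 EGF receptor ligands 2 rose and 1 fell (3 and 1 adjusted over the list alone), with Tgfa at 0.88 and Btc at -1.16, and the list did not pass (adjusted p = 0.57). The gene of Fig 4H, a member of the EGF family, has no named probe set and is not among these 9. Markers of other cell types were lower in the same wounds. Of 21 adipocyte genes 7 fell (12 adjusted over the list alone), such as Retn at -0.96, of 28 fibroblast genes 5 fell (11), such as Gsn at -0.52, of 17 pericyte and smooth muscle genes 3 fell (9), and of 11 mast cell genes 5 fell (7), such as Cma1 at -0.49. Their adjusted p was 1.6e-08, 3.8e-08, 1.5e-05 and 0.00018, and with an estimated correlation adjusted p = 0.26, 0.33, 0.19 and 0.27. The groups of genes resemble those drawn in Fig 4B, which was seen when the lists were written, so the lists are not independent of the study.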

Fig 4C to 4J showed representative genes in each pathway that was uniquely and significantly up-regulated by IL-22-Fc treatment. 

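All 7 of the genes measured here from Fig 4C to 4J were higher with IL-22-Fc than in each of the 3 other groups. Alox8, a lipoxygenase of the epidermis, had the largest difference, with a log2 level of 11.07 ± 0.11 (SD, n = 5) with IL-22-Fc and 4.54 ± 0.98 (SD, n = 5) in the control, a log2 fold change of 6.53 (standard error 0.35, adjusted p = 1.8e-10 from limma). Serpinb3a, a serine and cysteine protease inhibitor, stood at 9.48 ± 0.34 (SD, n = 5) against 6.11 ± 0.63 (SD, n = 5), and Spink12, another protease inhibitor, at 9.40 ± 0.07 against 6.37 ± 0.70. Pla2g4e, a cytosolic phospholipase, was at 8.78 ± 0.19 against 7.24 ± 0.25. The beta-defensin Defb1 was at 11.07 ± 0.13 against 10.07 ± 0.23, and S100a9, a subunit of calprotectin, at 14.40 ± 0.04 against 13.08 ± 0.44. S100a9 had an adjusted p = 0.011 against the control, and 0.085 when the 5 untreated arrays were in the fit. Relative to VEGF the change ranged from 1.28 for the chemokine receptor Cxcr2 to at least 7.17 for Alox8, and relative to PDGF from 1.27 for Pla2g4e to 6.09 for Alox8. In 4 of the 5 VEGF arrays Alox8 was at 3.50 to 3.68, near the background of the arrays (Uty, a Y chromosome gene, was at 2.97 to 3.78), so its change relative to VEGF is a lower bound. In each of these comparisons every IL-22-Fc array was above every array of the other group (2-sided exact permutation p = 0.00794 for 5 arrays against 5 and 0.0179 for 5 against 3, the smallest that these numbers allow). Alox8 and Serpinb3a still passed against PDGF with the 5' level as a covariate, chosen after seeing the data, at 7.15 and 5.17 (adjusted p = 0.014 and 0.0047), and the changes of 1.54 (adjusted p = 0.099) for Defb1, 0.61 (adjusted p = 0.87) for S100a9, 2.09 (adjusted p = 0.51) for Spink12, 1.30 (adjusted p = 0.51) for Cxcr2 and 0.71 (adjusted p = 0.59) for Pla2g4e did not. The study chose these genes on the same arrays, so their direction is not independent evidence. The gene of Fig 4H is not analysed here.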

Interestingly, although both PDGF and VEGF facilitated wound healing in *db/db* mice, they stimulated different downstream effectors. 

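Set directly against each other, VEGF and PDGF wounds differed in genes of vessels, matrix and the integrated stress response. Rgs5, a pericyte marker, was higher with VEGF by a log2 fold change of 4.43 (standard error 0.19, adjusted p = 1.5e-12 from limma), and Col11a1, a fibrillar collagen, by 4.89. Retnla and Rnase2a were lower with VEGF than with PDGF, at -5.36 and -8.21. Relative to the control, Rgs5 rose by 2.05 with VEGF and fell by 2.38 with PDGF, and Col11a1 fell by 3.83 with PDGF. Of 35 endothelial cell genes 30 were higher with VEGF than with PDGF and 2 lower, and of 30 sprouting and VEGF-response genes 21 and 5. Of 42 collagens 19 were higher and 4 lower, and of 28 fibroblast genes 18 and 2. In the integrated stress response 1 of 36 genes was higher and 28 were lower. The camera test gave adjusted p = 3.6e-16, 5.7e-08, 1.9e-05, 2.4e-06 and 1.6e-08. With an estimated correlation these became adjusted p = 0.14, 0.26, 0.27, 0.42 and 0.23. The 3 PDGF arrays differ from the VEGF arrays in the 5' level of Gapdh too, 11.48 against 12.87. VEGF minus PDGF still passed with the 5' level as a covariate, chosen after seeing the data, at 3.76 (adjusted p = 0.0094) for Rgs5, 4.78 (adjusted p = 0.031) for Col11a1 and -6.92 (adjusted p = 0.00055) for Rnase2a, but not at -4.36 (adjusted p = 0.1) for Retnla, nor did PDGF against the control for Rgs5, at -1.78 (adjusted p = 0.13). Of the 5 lists, sprouting and VEGF-response genes lost their call (adjusted p = 0.074 from camera). With an estimated correlation in that fit none of the 5 passed (adjusted p = 0.27, 0.66, 0.44, 0.53 and 0.27 in the order named).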

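In VEGF-treated wounds, genes of blood vessels rose as a group. Tie1, a receptor of endothelial cells, was higher by 1.90 (standard error 0.10, adjusted p = 2e-10 from limma), the VEGF receptors Flt1 and Kdr by 1.70 and 1.56, and Notch4 by 1.87. Emcn, an endothelial sialomucin, rose by 2.25. Of 35 endothelial cell genes, 32 rose and 1 fell adjusted over the list alone, with a median of 1.06, and this list passed camera at 4.9e-45 and with an estimated correlation at adjusted p = 0.0015. Sprouting and VEGF-response genes had 20 of 30 higher and 1 lower (21 and 2 adjusted over the list alone), with an adjusted p = 0.022 with an estimated correlation. In the extracellular matrix, 10 of 20 basement membrane genes rose, among them Nid2 at 1.60, and of 42 collagens 10 rose and 1 fell, with Col4a1 at 1.31 and Col4a2 at 1.19. Their calls at 4.6e-09 and 9.7e-07 were lost at adjusted p = 0.05 and 0.15 with an estimated correlation. Outside vessels and matrix, 27 of 36 epidermal lipid genes and 29 of 41 cornified envelope and late differentiation genes fell with VEGF, such as Alox12b at -1.09 and Cdsn at -1.05 (adjusted p = 0.021 and 0.022 with an estimated correlation). Markers of other cell types changed with VEGF as well. Of 17 pericyte and smooth muscle genes 13 rose and 1 fell (13 and 1 adjusted over the list alone) and of 27 monocyte and macrophage genes 12 rose (15), while 13 of 16 basal keratinocyte genes (14), 5 of 8 sebaceous gland genes (6) and 16 of 21 adipocyte genes (17) fell. With an estimated correlation these 5 lists had adjusted p = 0.022, 0.028, 0.022, 0.028 and 0.074. With PDGF, 33 of 66 chromatin regulators rose and 8 fell, among them Chd4 at 0.82, Rbbp5 at 0.83 and the demethylase Kdm5a, which was lower, at -1.50. The list had an adjusted p = 0.0024, and an adjusted p = 0.54 with an estimated correlation. Of 36 stress response genes, the amino acid enzyme Cth rose by 2.63 (standard error 0.20, adjusted p = 2.5e-09 from limma) and the kinase-like Trib3 by 1.49. Among 341 solute carriers 71 rose and 53 fell (adjusted p = 0.94), and of 22 V-type ATPase subunits 10 rose, such as Atp6v0b at 1.09, and 1, Atp6v1a, fell (adjusted p = 0.035, and adjusted p = 0.64 with an estimated correlation). Of 30 inflammatory genes 10 rose, among them Tnf at 1.00, and 2 fell (adjusted p = 0.075). Of 27 monocyte and macrophage genes 14 rose and 1 fell, with Cd163 at 1.70 (adjusted p = 0.001, and adjusted p = 0.54 with an estimated correlation). The lists for VEGF and PDGF were written after Fig 5A and 6A were seen. With the 5' level as a covariate, an alternative chosen after seeing the data, Cth and Trib3 still passed in PDGF wounds, at 3.21 and 1.55 (adjusted p = 0.014 and 0.035). The changes that did not pass, with the larger standard error of that fit, were 0.91 (adjusted p = 0.16) for Chd4, 0.90 (adjusted p = 0.29) for Rbbp5, -1.47 (adjusted p = 0.21) for Kdm5a, 1.03 (adjusted p = 0.084) for Atp6v0b, -0.64 (adjusted p = 0.29) for Atp6v1a, 0.95 (adjusted p = 0.46) for Tnf and 1.78 (adjusted p = 0.088) for Cd163. Of the lists, V-type ATPase lost its call in that fit (adjusted p = 0.077 from camera), chromatin regulators and monocyte and macrophage genes passed (adjusted p = 0.0074 and 2.9e-06), and inflammatory genes passed with a median of 0.93 (adjusted p = 5.6e-05), while none did with an estimated correlation (adjusted p = 0.51, 0.51, 0.26 and 0.51 in the order named).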

PDGF enhanced transcriptional/chromatin regulation, carboxylic acid metabolism, ion transport pathway, protein modification, and inflammation (Fig 6A–6E) while the downstream biology of VEGF was less diverse and was mainly focused on angiogenesis pathways and extra-cellular matrix modulation (Fig 5A–5E). These data support the conclusion that IL-22-Fc treatment provides a distinct mechanism via stimulating essential wound healing pathways including host defense (Fig 4C and 4D), tissue remodeling (Fig 4E and 4F), reepithelialization (Fig 4G and 4H), and lipid metabolism (Fig 4I and 4J) pathways that were not prominently induced by either PDGF or VEGF. 

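In direct contrasts on day 7, some epithelial gene groups were higher with IL-22-Fc than with VEGF and, at the preset correlation, than with PDGF. Protease inhibitors were higher against VEGF in 17 of 20 genes and against PDGF in 16 of 20, with median differences of 1.43 and 1.44. Kallikreins were higher in 8 of 8 and 7 of 8 genes. Among antimicrobial proteins, 13 of 25 were higher and 2 lower against VEGF, and 17 of 25 higher and 3 lower against PDGF. Epidermal lipid genes were higher in 30 and 20 of 36 and lower in 2 and 7. For kallikreins and lipid genes the difference from VEGF holds a fall with VEGF as well as a rise with IL-22-Fc. Against the control, most epidermal lipid genes fell with VEGF and a minority rose with IL-22-Fc. Most kallikreins rose with IL-22-Fc and fell with VEGF. Chromatin regulators were lower with IL-22-Fc than with PDGF in 35 of 66 genes and higher in 11. Against VEGF, protease inhibitors, kallikreins and lipid genes passed with an estimated correlation (adjusted p = 0.0075, 0.027 and 0.0083) and the antimicrobial list had an adjusted p = 0.072. Against PDGF all 5 of these lists passed camera at the preset correlation (adjusted p = 1.3e-07, 0.0062, 0.00011, 0.0049 and 0.0062 in the order named), and with an estimated correlation they had adjusted p = 0.31, 0.6, 0.31, 0.6 and 0.37. The PDGF side rests on 3 arrays with low 5' probe set levels. Kallikreins lost their call against PDGF with the 5' level as a covariate, chosen after seeing the data (adjusted p = 0.77), and protease inhibitors, antimicrobial proteins, lipid genes and chromatin regulators kept theirs at adjusted p = 1e-05, 0.012, 0.022 and 0.016 from camera. With an estimated correlation in that fit, the last 4 lists had adjusted p = 0.39, 0.5, 0.68 and 0.5. Keratinocyte activation genes went the other way in that fit, lower with IL-22-Fc than with PDGF. Their median was -1.17 (adjusted p = 0.00035 from camera, and adjusted p = 0.52 with an estimated correlation). From its gene ontology groups and the genes of Fig 4C to 4J, the paper concludes that IL-22-Fc works by a mechanism of its own, through wound healing pathways that PDGF and VEGF do not prominently induce.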

Many of the genes induced by IL-22-Fc from the wound, such as *Cxcr2*, *GrhI3* and *Klk8*, are well known to participate in wound healing [41–43]. Therefore, IL-22 promotes cutaneous wound healing process through regulating multiple pathways that accelerate the skin healing. In addition, IL-22-Fc induced a strong antimicrobial response as demonstrated by upregulation of several families of antimicrobial peptides, including β-defensin, S100, Lcn2, and SAA. In addition, IL-1 family cytokines such as IL-1F6, F8, and F9 were also augmented. 

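Each of the genes named was higher with IL-22-Fc. Cxcr2, the receptor of neutrophil-attracting chemokines, had a log2 level of 7.36 ± 0.18 (SD, n = 5) against 5.91 ± 0.39 (SD, n = 5) in the control. Grhl3, a transcription factor of the epidermal barrier, rose by 0.96 (standard error 0.19, adjusted p = 0.0039 from limma). Klk8, a serine protease of the epidermis, rose by 0.46 (standard error 0.11, adjusted p = 0.016 from limma), a change below 1.5-fold. This last call was lost without day 7 control replicate 5 (adjusted p = 0.054), without day 7 IL-22-Fc replicate 5 (0.051) and with the untreated arrays in the fit (0.41). The untreated arrays add their own spread to the fit and leave the difference between IL-22-Fc and the control as it was. With VEGF, Grhl3 fell by 0.75 and Klk8 by 0.72, and with PDGF the changes were -0.15 (adjusted p = 0.65) and -0.54 (adjusted p = 0.0024). With the 5' level as a covariate, an alternative chosen after seeing the data, Klk8 was 0.14 in PDGF wounds (adjusted p = 0.90), and the difference of Grhl3 between IL-22-Fc and PDGF changed from 1.11 to -0.36 (adjusted p = 0.86).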

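Antimicrobial genes rose with IL-22-Fc in 12 of 25 cases and none fell (12 and 2 adjusted over the list alone). Defb3 and Defb4, inducible beta-defensins, were higher by 4.64 (standard error 0.67, adjusted p = 0.00015 from limma) and 2.16 (standard error 0.38, adjusted p = 0.001 from limma), and Defb6 by 0.75. Lcn2, which binds bacterial siderophores, rose by 1.86 (standard error 0.32, adjusted p = 0.001 from limma). Of 4 serum amyloid A genes, Saa1 and Saa2 rose, the second by 1.16, while Saa3 had a change of 0.33 (adjusted p = 0.64). Wfdc12, a whey acidic protein, rose by 2.42. Of 20 beta-defensins 4 rose, and of 13 S100 genes 2 did (S100a8 and S100a9). As lists, antimicrobial proteins passed camera at 7.1e-10, serum amyloid A at 0.00033 and beta-defensins at 0.0013, while the S100 family had an adjusted p = 0.58 with a median of -0.11. With an estimated correlation the first 3 had adjusted p = 0.052, 0.061 and 0.061. S100a8, at 0.80, lost its call without day 7 control replicate 5 (adjusted p = 0.088) and Lcn2 with the untreated arrays in the fit (0.11). These families are the ones the study names, so their lists are not independent of it.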

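The IL-36 genes Il1f6, Il1f8 and Il1f9, epithelial alarm cytokines of the IL-1 family, were all higher with IL-22-Fc. Il1f9 rose by 1.10 (standard error 0.22, adjusted p = 0.0034 from limma), Il1f6 by 1.07 (standard error 0.27, adjusted p = 0.019 from limma) and Il1f8 by 0.74 (standard error 0.16, adjusted p = 0.0055 from limma), from 5 arrays against 5. Il18, another member, fell by 0.93 (adjusted p = 2.8e-06), and Il1a and Il1b had changes of 1.16 and 1.16 that did not pass (adjusted p = 0.11 and 0.36 from limma). Of 10 members of the IL-1 family, 3 rose and 1 fell (5 and 2 adjusted over the list alone), and the list did not pass camera (adjusted p = 0.084). The call of Il1f6 was lost without day 7 IL-22-Fc replicate 1 (adjusted p = 0.053) and with the untreated arrays (0.067), and that of Il1f8 with the untreated arrays (0.14).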

Interestingly, some of these antimicrobial genes were actually down regulated by PDGF and VEGF. These data suggest that IL-22-Fc treatment also is able to control microbial infections during the wound healing process.

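Defb1 and Defb6, beta-defensins of the epidermis, were lower with both growth factors. Defb1 fell by 0.83 with VEGF and by 0.86 with PDGF (adjusted p = 2.2e-05 and 2e-05 from limma), and Defb6 by 1.18 and 0.78. Another beta-defensin, Defb3, rose by 2.18 with PDGF (adjusted p = 0.034). Of the IL-36 genes, Il1f8 fell by 2.66 with PDGF and by 0.94 with VEGF, and Il1f6 by 1.18 and 1.35. In the IL-1 family as a whole 5 of 10 genes fell with VEGF and 5 with PDGF (5 and 6 adjusted over the list alone), at adjusted p = 0.00063 and 0.015 for the list and, with an estimated correlation, adjusted p = 0.27 and 0.86. Lcn2 had changes of -0.32 with VEGF and -0.45 with PDGF (adjusted p = 0.59 and 0.39), and Defb4 -0.53 with VEGF (adjusted p = 0.42). With the mean 5' level as a covariate, added after seeing the data, Il1f8 still passed with PDGF at -2.47 (adjusted p = 0.046), while the changes of -0.56 (adjusted p = 0.55) for Defb1, -1.86 (adjusted p = 0.11) for Defb6, 2.64 (adjusted p = 0.66) for Defb3 and -1.08 (adjusted p = 0.65) for Il1f6, with a larger standard error, did not. The IL-1 family lost its PDGF call in that fit (median 0.21, adjusted p = 0.92 from camera).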

**Fig 4:**
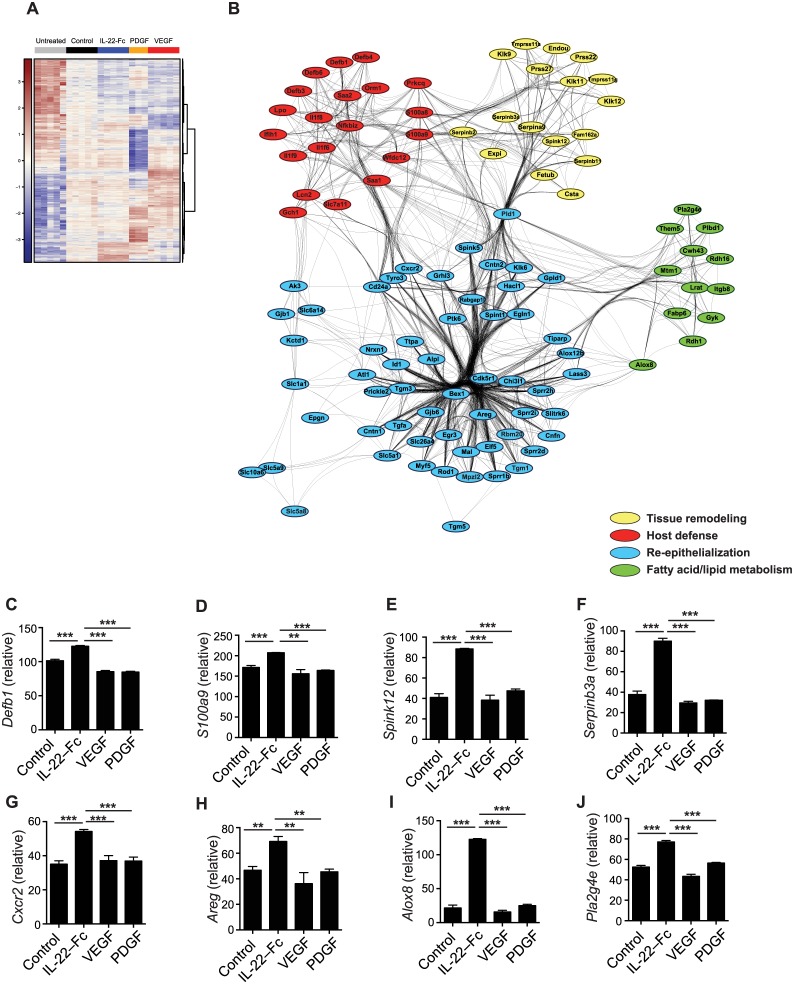
IL-22-Fc induced genes involved in wound healing. Skins were harvested on day 7 after treatment with control Fc, IL-22-Fc, PDGF or VEGF (n = 3–5). Microarray analysis was done with purified skin RNA. (A) Heat map of genes that were differentially regulated with treatments. (B) GO enrichment analysis of IL-22-Fc-specific gene expression, yielding several enriched GO categories. Genes from these categories are plotted as nodes in the network diagram, with edges indicating shared membership in an enriched GO category. (C-J) Gene expression. (C) *Defb1*, (D) *S100a9*, (E) *Spink12*, (F) *Serpinb3a*, (G) *Cxcr2*, (H) *Areg*, (I) *Alox8*, (J) *Pla2g4e*. Error bars, s.e.m. ** *P* < 0.01, ***P < 0.001. Student’s t-test (C-J).

**Fig 5:**
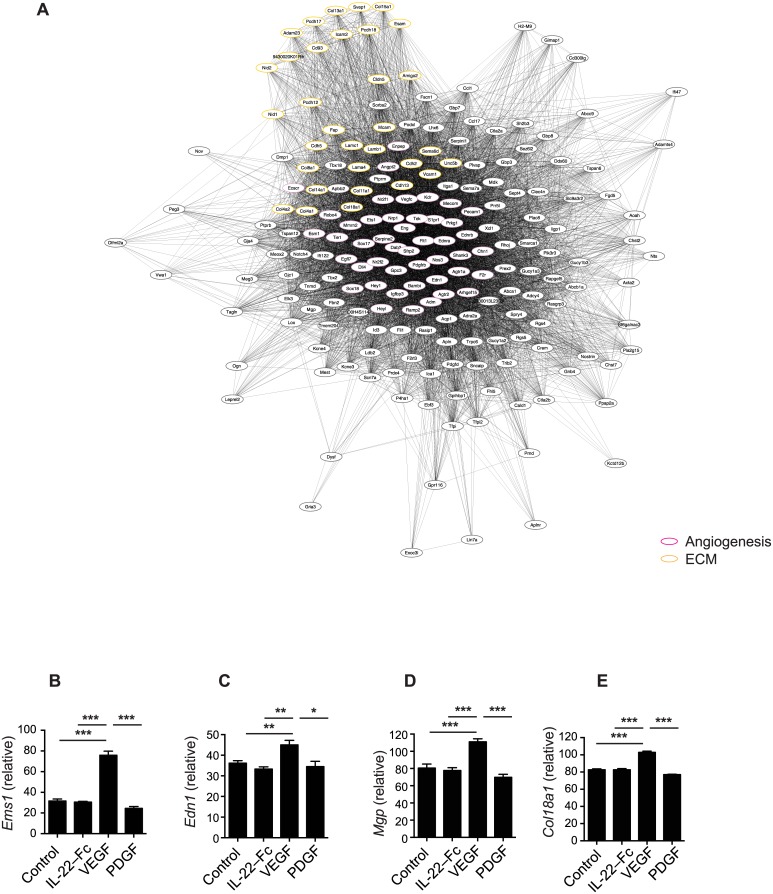
Genes up-regulated by VEGF in microarray analysis as in Fig 4. (A) GO enrichment analysis of VEGF-specific gene expression. Clusters of genes in the network diagram were manually functionally annotated according to the primary biological role played by genes in the cluster. (B-E) Gene expression of individual genes. (B) *Ems1*, (C) *Edn1*, (D) *Mgp*, (E) *Col18a1*. Error bars, s.e.m. * *P* <0.05, ** *P* < 0.01, *** *P* < 0.001. Unpaired Student’s t-test (B-E).

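Esm1, an endothelial proteoglycan (printed as Ems1 in the legend), was at 8.70 ± 0.50 (SD, n = 5) on the log2 scale with VEGF and 5.61 ± 0.40 (SD, n = 5) in the control. Mgp, an inhibitor of calcification, was at 10.53 ± 0.38 against 8.95 ± 0.57, Col18a1, the source of endostatin, at 10.14 ± 0.16 against 9.09 ± 0.14, and Edn1, the endothelin 1 gene, at 6.70 ± 0.38 against 6.01 ± 0.24. Their log2 fold changes against the control were 3.09, 1.57, 1.05 and 0.69, with adjusted p = 2.9e-09, 0.0001, 1.9e-07 and 0.0064 from limma. Against PDGF the 4 genes differed by 3.76, 2.18, 1.37 and 0.84. The differences from PDGF with the 5' level as a covariate, chosen after seeing the data, were 3.37 (adjusted p = 0.075) for Esm1, 1.70 (adjusted p = 0.47) for Mgp, 0.66 (adjusted p = 0.41) for Col18a1 and 0.29 (adjusted p = 0.9) for Edn1, with a larger standard error, and did not pass. Esm1, Mgp and Col18a1 were higher in every VEGF array than in every array of each other group. For Edn1 the arrays overlapped with the control (2-sided exact permutation p = 0.0159) and with PDGF (0.0536). The study chose the 4 genes on these arrays.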

**Fig 6:**
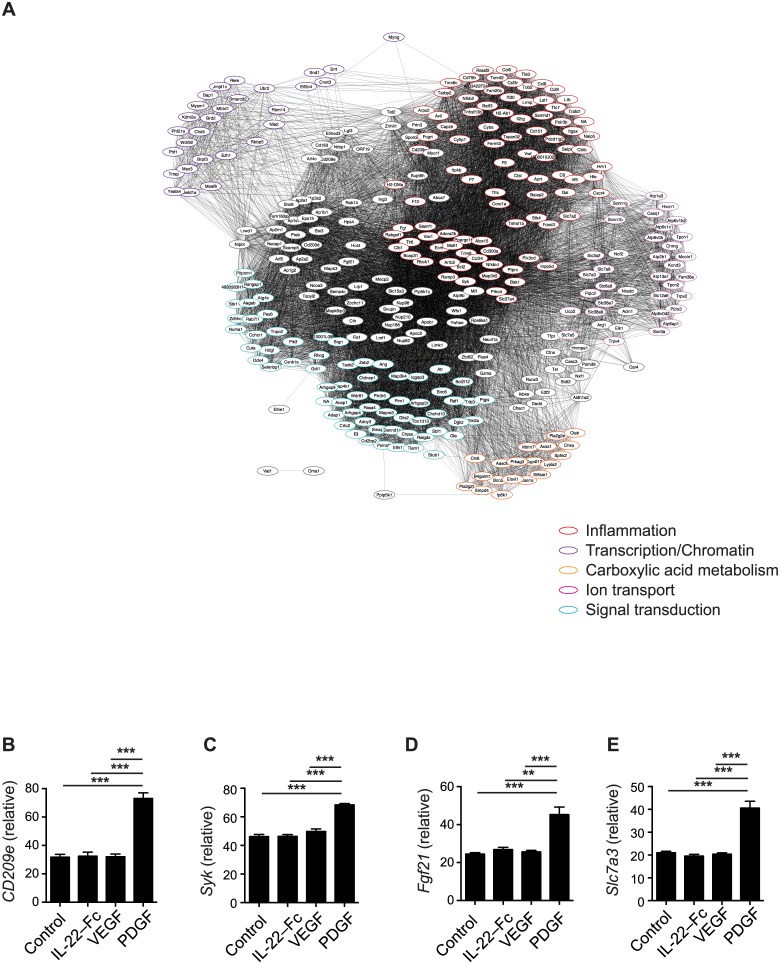
Genes up-regulated by PDGF in microarray analysis as in Fig 4. (A) GO enrichment analysis of PDGF-specific gene expression. Clusters of genes in the network diagram were manually functionally annotated according to the primary biological role played by genes in the cluster. (B-E) gene expression of individual genes. (B) *CD209e*, (C) *Syk*, (D) *Fgf21*, (E) *Slc7a3*. Error bars, s.e.m. ** *P* < 0.01, *** *P* < 0.001. Unpaired Student’s t-test (B-E).

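Cd209e, a lectin of myeloid cells, had a log2 level of 8.54 ± 0.41 (SD, n = 3) with PDGF and 5.62 ± 0.41 (SD, n = 5) in the control, a change of 2.92 (standard error 0.28, adjusted p = 8.5e-08 from limma). The kinase Syk was at 8.27 ± 0.10 (SD, n = 3) against 6.79 ± 0.26, with a change of 1.48 (standard error 0.16, adjusted p = 3.6e-07 from limma). Fgf21, a hormone of stressed metabolic tissue, was at 6.72 ± 0.52 against 4.94 ± 0.17, and Slc7a3, an amino acid transporter, at 6.36 ± 0.40 against 4.58 ± 0.15. Both differed from VEGF too, by -1.66 and -1.85 in VEGF minus PDGF. In the 12 comparisons of these 4 genes every PDGF array was above every array of the other group (2-sided exact permutation p = 0.0179, the smallest that 3 arrays against 5 allow). With the 5' level as a covariate, an alternative chosen after seeing the data, the changes against the control were 1.54 (adjusted p = 0.4) for Cd209e, 1.24 (adjusted p = 0.29) for Fgf21, 1.66 (adjusted p = 0.089) for Slc7a3 and 2.25 (adjusted p = 0.027) for Syk, with a larger standard error, and only Syk passed. None of the 4 passed against VEGF in that fit, with VEGF minus PDGF at -1.33, -1.06, -1.71 and -2.09 (adjusted p = 0.56, 0.47, 0.15 and 0.083). The study picked these genes on the same arrays.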

### IL-22-Fc elicits superior wound-healing response in infected diabetic wounds

Infection is a major complication in patients with DFU, and can further hinder the healing process [8, 9]. To evaluate the potential benefit of IL-22-Fc in controlling pathogenic microbial invasion during wound repair, we first confirmed that IL-22-Fc upregulated S100A9 and β-defensin in skin samples by RT-PCR (Fig 7A and 7B). Next, we applied *Staphylococcus aureus*, a frequent bacterium identified in wounds from DFU patients [44], on the wounds of *db/db* mice. *S*. *aureus* infection further impeded the healing process in *db/db* mice (Fig 7C), mimicking the situation for infected DFU. We next tested the wound-healing promoting effects of IL-22-Fc, VEGF and PDGF in this infectious diabetic wound model. Consistent with previous reports [13, 16], both VEGF and PDGF were able to accelerate wound healing in this model (Fig 7D). IL-22-Fc, however, demonstrated an even greater acceleration of promoting wound healing when compared to these two growth factors. On day 15, nearly all IL-22-Fc treated wounds were completely closed, whereas the majority of wounds in control protein, VEGF and PDGF treated groups were still open (Fig 7D and 7E). The total wound-healing process as measured as area under the curve (AUC) was significantly improved in wounds from the IL-22-Fc treated group compared to wounds in the VEGF, PDGF or control treated groups (Fig 7F). In conclusion, these data supported the surmise that IL-22 accelerates topically wound healing process through up-regulating several key pathways and IL-22 may be able to provide benefit even in infected DFU.

**Fig 7:**
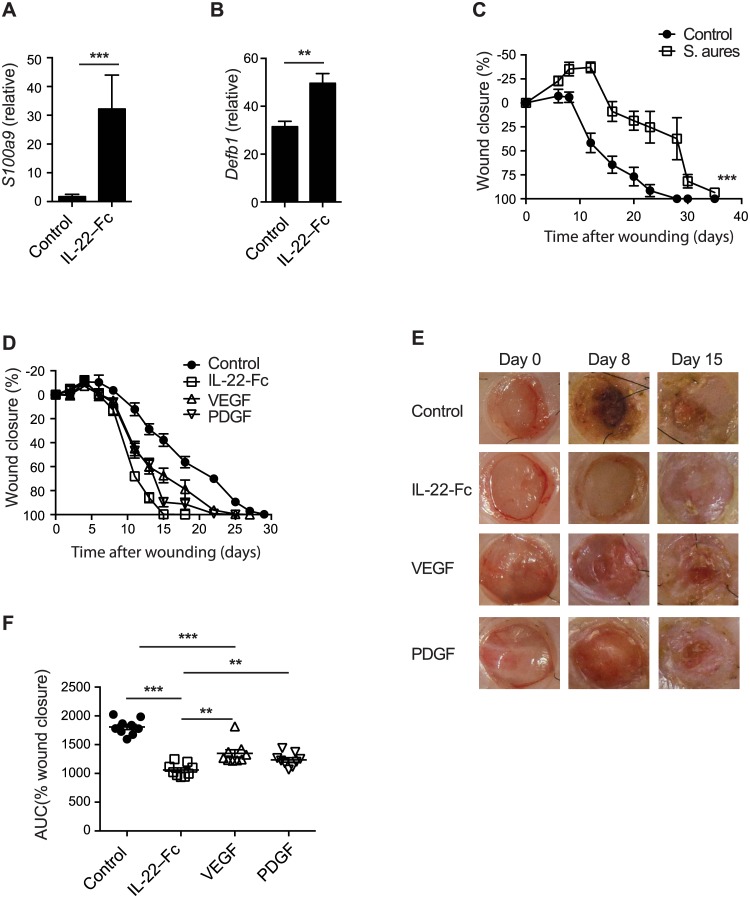
IL-22-Fc treatment is superior to VEGF and PDGF in S. aureus infected diabetic wounds. (A-B) C57BL/6 mice were i.p. injected with control or IL-22-Fc (n = 6), shaved skins on the back were harvested in 24 hours. mRNA expression of *s100a9* (A), and *Defb1* (B). (C) Wound closure of wounds infected with control (n = 8) or with S.aureus (n = 9). (D-F) *S*. *aureus* infected wounds were topically applied with control, IL-22-Fc, VEGF, or PDGF (n = 9). (D) Wound closure. (E) Representative wound images. (F) AUC of the wound closure. Error bars, s.e.m. ** *P* < 0.01, ***P < 0.001. Unpaired Student’s t-test (A, B, F). 2-way ANOVA (C). Data shown are representative of two independent experiments.

## Discussion

DFU is a common complication of diabetes mellitus and is a major unmet medical need with no truly effective treatment options [7, 45]. Despite numerous clinical trials with growth factors, thus far only PDGF (Beclafermin/Regranex) has been approved for the treatment of DFU. PDGF has some benefit in achieving complete healing, but this clinical benefit is minimal in comparison with other standard cares which resulted in very narrow usage of this drug in clinic practice. In this study, we provided two lines of experimental data to support an important role of IL-20 subfamily cytokines in the wound healing process. First, the IL-20 subfamily cytokines are upregulated and indispensible during the normal wound healing responses. Second, IL-20, IL-22, and IL-24 can accelerate epithelial closure in a diabetic wound healing model. By evaluating multiple different genetically deficient mice, we found that each individual cytokine appeared to have a redundant role in driving epithelial closure following wounding, as mice deficient with either IL-22 or the common receptor chain IL-20Rb had a normal time course for wound healing. These results are consistent with previous findings in IL-22 knockout mice in wound healing model [26]. However, as demonstrated by delayed wound closure observed in IL-22R deficient mice, the IL-20 subfamily as a whole plays a critical role in wound healing. Most importantly, we demonstrated that several IL-20 subfamily cytokines, including IL-22, IL-20 and IL-24, were able to promote wound healing in diabetic *db/db* mice.

Although IL-20 and IL-24 are known to signal through two different receptor pairs, we demonstrate here that IL-22R paired with IL-20Rb is the dominant receptor used by these two cytokines in the murine system. As a result, IL-22R deficient mice not only have no IL-22 signaling, but are also deficient in both the IL-20 and IL-24 signaling pathways. Even though the function of IL-19 remains intact, previous studies have shown that IL-19 is the weakest cytokine within IL-20 subfamily as far as triggering downstream responses in epidermal keratinocytes [24]. Thus, IL-22R deficiency results in diminishing the majority of the biological functions of the IL-20 subfamily of cytokines, which provides a possible explanation of why mice with an IL-22R deficiency but not IL-22 and IL-20Rb deficiencies exhibit a delay in wound closure.

Importantly, our study demonstrated that IL-20 subfamily cytokines especially IL-22, may be able to facilitate wound healing process through various mechanisms, including reepithelialization, angiogenesis, tissue remodeling, and innate host defense, which is in contrast to many other known growth factors such as VEGF. The ability of IL-22 to promote migration of keratinocytes and induce epidermal hyperplasia was first recognized by Boniface and colleagues [46]. They showed that IL-22 induced in vitro keratinocyte migration and induced hyperplasia of keratinocytes in reconstituted human epidermis. In addition, they also noticed that IL-22 down regulated genes involved in keratinocytes differentiation. Sa and colleagues further extended these findings to other IL-20 subfamily members, including IL-19, IL-20 and IL-24, by demonstrating that these cytokines also had similar biologic effects on human epidermal keratinocytes [24]. All these cytokines were able to stimulate the proliferation of human epidermal keratinocytes and induce epidermal hyperplasia. IL-20 family cytokines likely utilize two distinct mechanisms in facilitating reepithelialization. First, these cytokines activate Stat3 which directly mediates the proliferation of epithelial cells [19, 23, 24]. In a recent study, IL-22 was shown to accelerate reepithelialization during wound healing in a streptozotocin-induced diabetic model through the activation of Stat3 [27]. Secondly, IL-20 subfamily cytokines can induce the expression of many growth factors such as PDGF, KGF, and EGF family factors from keratinocytes, fibroblasts or other stromal cells, which might enhance the proliferative activity through an autocrine feedback mechanism [24, 28, 46]. In our study we further confirmed that IL-22 upregulates genes involved in re-epithelialization such as *Areg* (Fig 4H), which is a member of EGF family.

IL-22 can promote tissue remodeling and extracellular matrix formation during wound healing [26]. In IL-22 deficient mice, the dermal wound area, and the expression of fibronectin and certain collagen subtypes were all significantly reduced. IL-22 treatment improves granulation tissue formation and vascularization in the wounds from streptozotocin-induced diabetic mice [27]. Although it is currently unclear whether IL-20 and IL-24 can also act on dermal fibroblasts and induce similar downstream effects as those induced by IL-22, these cytokines all stimulate epidermal keratinocytes to express many proteinases and proteinase inhibitors that can facilitate the tissue remodeling process during wound healing. Consistently, in our study, we also found that IL-22 treatment increased angiogenesis in the wounds of *db/db* mice. Vascular defects in diabetic patients are felt to be of the major reasons that diabetic wounds fail to heal [8, 9]. VEGF has been used to facilitate the wound healing by promoting blood vessel formation in diabetic wound healing models [13, 14]. 

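Genes of blood vessels did not rise as a group in IL-22-Fc-treated wounds on day 7. The greater vascularization in the paper rests on anti-CD31 staining at a later time, which these RNA values do not test. Of 35 endothelial cell genes none passed in either direction at an adjusted p under 0.05 from limma, and their median change was -0.07 (adjusted p = 0.27 from camera). At an unadjusted p under 0.05, 3 were higher and 7 lower. Tek, an angiopoietin receptor, had a change of -0.43 (standard error 0.13, adjusted p = 0.065 from limma) and Cd34, a surface marker of endothelium, of -0.54 (adjusted p = 0.08). Vegfa had 0.25 (adjusted p = 0.74). Of 30 sprouting and VEGF-response genes 1 rose, Egr3, at 0.61, and 1 fell (adjusted p = 0.92 from camera). Set against VEGF-treated wounds directly, 32 of the 35 endothelial genes were lower with IL-22-Fc and 1 was higher (adjusted p = 0.0058 with an estimated correlation).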

Although IL-22 did not trigger massive expression of genes involved in angiogenesis as VEGF (Fig 4), we speculate that IL-22 might promote wound healing through indirect mechanisms. IL-22 can induce the expression of VEGF from keratinocytes [24, 27]. In addition, IL-22 is also reported to increase dermal blood vessels when injected into normal human skin grafted onto immune-deficient AGR129 mice [40].

Lastly, and again in contrast to many other growth factors such as EGF, PDGF, and VEGF, IL-20 subfamily cytokines, and particularly IL-22, stimulate innate host defense mechanisms from epithelial cells, including epidermal keratinocytes (Fig 4). In the epithelium of many organs, including intestine and lung, IL-22 is indispensible in controlling the invasion of various pathogens [18, 47, 48]. Previous studies have established that IL-20 subfamily cytokines induce the production of many antimicrobial peptides, including defensins and S100 family peptides, as well as chemokines from keratinocytes [49]. Our microarray study further confirms that IL-22, but not VEGF or PDGF; significantly promote the expression of many antimicrobial genes from the wounds of diabetic mice. Furthermore, IL-22 enhances the expression of chemotaxis related genes, e.g. CXCR2 (Fig 4G) which can promote wound site inflammation via recruiting neutrophils. 

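With VEGF, 1 of 25 antimicrobial proteins rose and 5 fell (2 and 5 adjusted over the list alone), among them Orm1, an acute-phase protein, at -1.29 (standard error 0.18, adjusted p = 2.8e-05 from limma). With PDGF, 4 rose and 8 fell (4 and 8 adjusted over the list alone), with Defb3 among those that rose and the lysozyme Lyz2, at -1.11 (standard error 0.10, adjusted p = 3.6e-08 from limma), and Saa3, at -1.47, among those that fell. As a list the 25 genes did not pass camera with either, with medians of -0.08 and -0.07 (adjusted p = 0.15 and 0.59). With the 5' level as a covariate, chosen after seeing the data, the PDGF changes were -1.21 (adjusted p = 0.076) for Lyz2 and -1.15 (adjusted p = 0.69) for Saa3, with a larger standard error, and did not pass.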

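The 10 neutrophil chemokines and growth factors had a median change of 0.76 with IL-22-Fc. Of these 1 rose, Ccl20, which acts through CCR6 on lymphocytes and dendritic cells, at 0.95 (standard error 0.13, adjusted p = 9e-05 from limma). Cxcl1 and Cxcl2, ligands of CXCR2, had changes of 0.97 and 1.09 that did not pass (adjusted p = 0.53 and 0.52 from limma). The list passed camera at 0.013 and had an adjusted p = 0.5 with an estimated correlation. Of 24 neutrophil genes 2 rose (3 adjusted over the list alone), Cxcr2 and Stfa2l1, a stefin, at 1.59, and 1 fell, the myeloperoxidase gene Mpo, at -0.47 (adjusted p = 0.09 for the list). The call of Mpo was lost with the untreated arrays in the fit (adjusted p = 0.24).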

Consistent with these results, we also demonstrate here that in an infectious wound model in *db/db* mice, IL-22-Fc showed superior efficacy when compared to VEGF and PDGF. As chronic infection is another factor that can hinder wound closure in diabetic patients [9, 45], these results also suggest that IL-22-Fc may provide therapeutic benefit in infected diabetic wounds as well.

In conclusion, we have shown that IL-20 subfamily cytokines can promote several important processes in wound healing, which may contribute to their effectiveness in accelerating the closure of wounds in diabetic *db/db* mice. DFU is a common complication of diabetes mellitus and is a major unmet medical need with no truly effective treatment options [7, 45]. A significant number of patients with DFU ultimately require amputation which becomes the major source of morbidity and the leading cause of hospitalization in diabetes. Although a number of tissue growth factors have been clinically tested in DFU patients, only PDGF (Regranex) has been approved, and its efficacy in DFU has been marginal [5, 50]. Given the unique and broad functions of IL-20 subfamily cytokines in promoting all aspects of wound healing, these cytokines may be able to stimulate wound closure in DFU patients. In support of this premise, in preclinical diabetic models, IL-22-Fc, IL-20-Fc and IL-24-Fc fusion protein were all able to significantly accelerate wound healing, suggesting that these cytokines and fusion proteins may indeed be potential clinical candidates for the treatment of DFU.

## Supporting Information

S1 Fig Representative wound images of different time points of Fig 3G. Clean wounds on *db/db* mice were topically treated with control or IL-22-Fc. Wound images were taken on Day 0, Day 8, Day 14 and Day 18 post treatments. Wound gap measurements were labeled underneath the pictures.
(EPS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

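Gene expression was measured on Affymetrix Mouse430V2 arrays in skin around wounds of db/db mice on day 7 (control, IL-22-Fc and VEGF, 5 arrays each, and PDGF, 3), 24 h after 1 dose (control, 4, and IL-22-Fc, VEGF and PDGF, 5 each) and in untreated skin (5), whose genotype the labels do not give. The authors normalized the intensity of each probe set with RMA and kept 1 probe set per Entrez gene, and the deposited table holds 20672 probe sets on a linear scale, from 3.85 upward with a median of 50.8. The log2 of the deposited intensity was used here, where the plan had assumed log2 values. The number of arrays, rather than a count of reads, limits the precision.

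The analysis used R 4.3.3 with limma 3.58.1 and data.table 1.17.8. All 20672 probe sets were tested, of which 17928 carry 1 gene symbol, 79 several and 2665 none. Separate fits were made for the 18 day 7 arrays and the 19 arrays at 24 h, all 42 arrays were fitted for the contrasts with untreated skin, and 37 arrays for the difference of the IL-22-Fc effect between the times. The ANOVA of Fig 4A was a moderated F test over the day 7 groups at an adjusted p of 0.001 and 2-fold. Fig 4A also shows a group named Untreated, which was added only as an alternative (3769 genes against 2144). Genes specific to a treatment passed 1.5-fold and an adjusted p of 0.05 against the control and both other treatments. p-values were adjusted by the method of Benjamini and Hochberg. Genes of the figures were also compared with exact permutation tests.

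50 gene lists for skin, wound cells, the pathways in the study and markers of other cell types were fixed before any value was read. Fig 4B, Fig 5A and Fig 6A had been seen when they were written. They were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry. Gene Ontology terms were not analysed here. The gene of Fig 4H is not reported here.

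Genes named in the text were taken from those given by a rule set in advance, and not every gene it gives is named: every gene that the results and the legends of Figs 4, 5 and 6 name for the arrays (whose figure values had been seen) and the IL-20 subfamily with its receptors; for each day 7 treatment the 10 specific genes up and 5 down with the largest smallest change; for each 24 h treatment the 8 up and 5 down with the largest change; for the contrasts with untreated skin the 5 up and 5 down; for each list described up to 4 members that passed and 2 that did not; and for the difference between the times the 8 largest in each direction. The IL-20 subfamily with its receptors and the single genes of the difference between the times are not described in the text. The level of the 5' control probe sets was taken as a sign of RNA integrity after the table was seen, since only these were in it. No ratio of 3' to 5' levels could be taken, so lower expression of Gapdh and Actb stays open.

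The alternatives were other normalizations, filters, thresholds and rules, array weights, other sets of arrays, each array left out in turn, and the methods' t-test for the figure genes. The pipeline was tested on simulated data with the means and spreads of the real arrays and 200 changed genes. At day 7, 98% of the 2-fold changes and 80% of the 1.5-fold changes passed an adjusted p under 0.05, and at 24 h 94% and 84%. No fold threshold was applied there. The mean size found for the 1.5-fold changes was 0.563 at day 7 and 0.592 at 24 h, near the log2 threshold of 0.585. The shares called with the 1.5-fold threshold were not measured.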

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

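Of the tests in this part, the comparison of the melanocyte list in an untreated array, the day 7 change in held out arrays, and the shift predicted at 24 h and the fit of array means with the 5' level were chosen after the result was seen.

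The 3 PDGF arrays at day 7 had a mean log2 level of the 5' control probe sets of 12.07, against 13.09 in the control, and 1361 genes specific to PDGF were lower and 672 higher there. Over the 39 other arrays, the within-group deviations of the mean 5' level and of the mean of 1360 lower genes (the 5' probe sets left out) went together. Pearson r was 0.779 (permutation p = 1e-05, the smallest the permutations can give, adjusted p = 2e-05 over the 2 correlations computed). Spearman rho was 0.579 (permutation p = 0.00017, adjusted p = 0.00034). For these genes r was 0.550 without untreated replicate 5 and 24 h control replicate 2, 0.705 within the 19 arrays at 24 h and 0.254 within the 15 at day 7. The slope over all 39 predicts a mean change of -0.55 where -1.20 was seen. For the higher genes r was -0.456 (permutation p = 0.00329, adjusted p = 0.00329) and rho -0.266 (permutation p = 0.102, adjusted p = 0.102). Their r rests on the same 2 arrays (-0.198 without them, permutation p = 0.242), and was -0.467 within the 19 arrays at 24 h and -0.097 within the 15 at day 7. Their slope predicts 0.18 where 0.94 was seen. At 24 h after 1 dose of PDGF the lower genes had a median change of 0.25 and the higher genes of -0.14 (10000 random lists matched on level gave -0.038 to 0.0018 and -0.049 to 0.012), but the mean 5' level was 13.32 ± 0.10 (SD, n = 5) there against 12.96 ± 0.37 (SD, n = 4) in the control, and from this difference alone the slopes predict 0.19 and -0.06. With the 5' level in a fit of the means of these genes per array, the effect of PDGF at 24 h was -0.01 (standard error 0.12) and -0.03 (standard error 0.08), which leaves an effect in either direction open, though not one as large as the -1.20 and 0.94 of day 7. Loss of RNA 5' ends may account for part of the lower genes, given their r of 0.779. Without 3' probe sets, a low 5' level may also be lower expression of Gapdh and Actb. For the higher genes, loss of 5' ends cannot be told apart from an effect of PDGF, since all arrays of this group share the low level.

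IL-22-Fc changed 475 genes at day 7 and few at 24 h. The slope of the 24 h on the day 7 changes, 0.184, and the planned share of the 309 genes higher at day 7 with a lower effect at 24 h past an adjusted p of 0.05, 35.6%, rest on genes chosen by their day 7 change and do not decide by themselves (over all genes 157 had a higher effect at day 7 and 193 a lower one). For genes called on 3 and 3 day 7 arrays, the median 24 h change was 0.165 of the median day 7 change in the 2 and 2 arrays held out (0.094 to 0.212 over all 100 choices of arrays), and in means per array the ratio was at most 0.274 with any 24 h array left out and at most 0.425 at the upper confidence bound over the 24 h arrays. A larger spread between the 24 h arrays that hides an effect of the same size is argued against by these ratios and by a median ratio of the SD between arrays of 1.04, and the values are consistent with a smaller effect at 24 h for these genes. Time after wounding and number of doses differ together between the groups and stay open.

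Untreated replicate 5 had a mean of 9.36 over hair follicle genes, against 4.39 to 4.47 in the other 4 arrays. A wound array under the wrong label is argued against, as its median position between the other untreated arrays (0) and the day 7 control (1) over 781 wound genes was 0.169, within the -0.187 to 0.262 of the other 4. Growing hair follicles in the skin piece may be the source, since 11 melanocyte genes, which are active in growing follicles, were 3.30 above the mean of the other 4 and 34 hair follicle genes at least 4.93, with Krt27 at 13.16 (3.96 to 4.35 in the other 4), Krt25 at 13.14 (2.30 to 2.51), Dct at 11.77 (6.16 to 7.57) and Pmel at 11.11 (5.49 to 6.54). The hair follicle difference is a lower bound, since genes such as Krt25 were at the background of the arrays in the other 4.

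In 69 groups of arrays tested for a single array far from the rest, 8 were found, and chance gives about 1 in 20. S100a9 was 12.29 in day 7 control replicate 5 against 13.19 to 13.39 in the other 4. Alox8 was 5.07 in day 7 VEGF replicate 2 against 3.50 to 3.68. The mean 5' level was 13.51 in 24 h control replicate 2 against 12.76 to 12.82 and 11.72 in untreated replicate 5 against 12.85 to 13.13. The hair follicle mean was 7.07 in 24 h PDGF replicate 5 against 4.40 to 4.45, and 9.36 in untreated replicate 5. The melanocyte mean was 5.64 in 24 h PDGF replicate 5 against 5.24 to 5.30 and 8.74 in untreated replicate 5 against 5.24 to 5.75.

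The effect of IL-22-Fc differed between day 7 and 24 h in 350 genes by limma's test of the difference, 157 with a higher effect at day 7 and 193 with a lower one. Leaving out 1 array gave 171 without 24 h control replicate 2, 181 without 24 h IL-22-Fc replicate 2, 184 without 24 h control replicate 3, 232 without 24 h IL-22-Fc replicate 3, 233 without day 7 control replicate 4 and 589 without 24 h IL-22-Fc replicate 5.

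The paper describes no result for the wounds taken at 24 h. Against the 24 h control, 13 genes were higher and 7 lower with IL-22-Fc, 19 higher and 2 lower with VEGF, and 60 higher and 129 lower with PDGF (1449, 1942 and 3239 genes at an unadjusted p under 0.05 in limma). The PDGF counts were 352 and 266 without 24 h control replicate 2, 37 and 66 without 24 h control replicate 1, and 68 lower without 24 h control replicate 4. For VEGF, 12 were higher without 24 h VEGF replicate 2 and 1 was lower with any 1 of 24 h VEGF replicates 3, 4 and 5 or 24 h control replicates 1, 3 and 4 left out. For IL-22-Fc, 4 were higher and 3 lower without 24 h control replicate 4, 5 and 3 without 24 h control replicate 1, 8 higher without 24 h control replicate 2, 8 and 4 without 24 h IL-22-Fc replicate 1, 6 higher without 24 h IL-22-Fc replicate 2, 6 and 4 without 24 h IL-22-Fc replicate 3, 7 higher without 24 h IL-22-Fc replicate 4, and 27 higher without 24 h IL-22-Fc replicate 5.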

How the results depend on the processing

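The mean 5' level as a covariate and the contrasts of IL-22-Fc and VEGF with the control in a fit without the PDGF arrays were chosen after seeing the data. The gene lists, thresholds, contrasts and all other alternatives were set before the data were examined. Over 33 counts, 633 of 746 alternative values were within 1.5 times of the count reported and 113 were not, and for these the cause was not tested unless stated. Over 99 list results, 1966 of 2096 alternatives kept the call or its absence, 118 lost the call, 11 gained one and 1 reversed, and over 331 gene results 5901 of 6189 kept it, 247 lost the call, 38 gained one and 3 reversed. Quantile normalization, centring, the filter on dim genes and the trend and robust setting kept all 33 counts within 1.5 times.

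Without a fold threshold the counts grow by construction. They became 5640 for the ANOVA, 317 and 147 for IL-22-Fc-specific genes up and down, 638 and 807 for VEGF, 2547 and 2335 for PDGF, 581 and 546 for IL-22-Fc against control, 1233 and 1806 for VEGF, 3900 and 3307 for PDGF, 101 and 289 for PDGF at 24 h, 3758 and 3839 for day 7 control against untreated, and 3988 and 4184 for 24 h control. At 2-fold they shrink by construction, to 74 and 10, 102 and 21, 83 and 560, 127 and 38, 140 and 89, 209 and 852 in the order named after the ANOVA, 6 up for IL-22-Fc at 24 h, 10 and 0 for VEGF at 24 h, 14 and 26 for PDGF at 24 h, 129 for the IL-22-Fc effect day 7 minus 24 h, and 739 and 513 and 848 and 702 against untreated.

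With the 5' level as a covariate the ANOVA gave 947 genes, IL-22-Fc-specific genes 24 and 3, VEGF 19 and 2, PDGF 11 and 37, PDGF against control 52 and 131, IL-22-Fc against control 290 and 150, VEGF against control 392 and 694, the figure comparisons 26 of 45 and the PDGF lists 21. The level is nearly fixed by the PDGF group, so the median standard error of that contrast rose from 0.119 to 0.361, while the median size of the PDGF-specific changes went from 0.97 to 0.80 and 94.1% kept their sign. Reg3g reversed to 1.73 with PDGF (adjusted p = 0.533), Klk8 to 0.14 (0.898), and Grhl3 between IL-22-Fc and PDGF to -0.36 (0.859), all without a call.

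Against the mean of the 3 other groups there were 722 and 280 IL-22-Fc-specific genes, 796 and 795 for VEGF and 1401 up for PDGF. With the PDGF arrays left out of the fit and the rule for specific genes, and so fewer contrasts to pass, there were 271 and 56 for IL-22-Fc and 487 down for VEGF. With the untreated arrays the ANOVA gave 3769 and IL-22-Fc against control 108 down. These arrays leave the differences between the day 7 groups as they were and add their own spread to the fit. A call lost with them need not reflect the day 7 arrays. All 42 arrays gave 142 for the IL-22-Fc effect day 7 minus 24 h. Array weights gave 49 and 9 for VEGF and 218 and 234 for PDGF at 24 h. Lists past the threshold were 0 for IL-22-Fc, 11 for VEGF and 0 for PDGF at day 7, 0 for each at 24 h, 1 for day 7 control and 1 for 24 h control with an estimated correlation, 0, 0 and 6 at 24 h with fry, and 5 at day 7 and 12 at 24 h for PDGF with 50% of genes left out by interquartile range.

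With 1 array left out, no count at day 7 or against untreated moved by over 1.5 times. At 24 h, IL-22-Fc had 4 to 27 genes up, 3 to 8 down and 6 to 13 lists (11 without 24 h IL-22-Fc replicates 1 or 5, 13 without 24 h IL-22-Fc replicate 4), VEGF 12 to 24 up and 1 to 3 down, PDGF 37 to 352 up and 66 to 266 down, and the IL-22-Fc effect day 7 minus 24 h 171 to 589. The hair follicle list with PDGF at 24 h reversed without 24 h PDGF replicate 5 (adjusted p = 0.834, and from 0.00026 up with another array left out), the array with the high hair follicle mean. No paired analysis was possible because the replicate numbers are running names only. Other choices of probe set (highest mean, variance over the arrays of the fit, every probe set) were not run, as the table holds nearly 1 probe set per gene. Genes near the background of the arrays limit small folds.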

Differences from the paper's values

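With the alternatives set aside, no count or figure value reported here at the paper's thresholds differed from the paper's by more than 1.5 times. For IL-22-Fc-specific genes 175 were higher and 30 lower (the paper's values are 195 and 36), for VEGF 274 and 297 (the paper's 303 and 294) and for PDGF 672 and 1361 (the paper's 667 and 1384). Alternatives at the same thresholds did differ, with 22 lower IL-22-Fc-specific genes with the untreated arrays, and 56 for IL-22-Fc and 487 for VEGF lower with the PDGF arrays left out. Counts further from the paper's came with the 5' level as a covariate, chosen after seeing the data. They were 24 higher and 3 lower for IL-22-Fc, 19 and 2 for VEGF, and 11 and 37 for PDGF, with the larger standard error of that fit. Counts against the mean of the 3 other groups, 722 and 280 for IL-22-Fc, 796 and 795 for VEGF and 1401 up for PDGF, follow another rule. The bars of Figs 4 to 6 for 15 genes, 60 bars in all, match the square of the log2 value, with a largest ratio of 1.09. Their heights were measured in pixels in the pictures after this scale had been seen to match, so the match is not blind. Earlier readings by eye, made with the values known and mostly equal to them, were discarded, and 4 axis maxima entered wrongly were corrected from the printed tick labels after the heights looked wrong.

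The paper names S100 among the families of antimicrobial peptides raised by IL-22-Fc, and also reports S100A9 as raised in skin by RT-PCR. Of 13 S100 genes 2 rose, S100a8 and S100a9 (the gene of Fig 4D), and the family had a median change of -0.11 and did not pass camera (adjusted p = 0.58). The list holds the S100 gene family and not only its antimicrobial members, so its median does not contradict the paper's statement. Klk8 is named among the genes that IL-22-Fc induced. Its change was 0.46 (adjusted p = 0.016 from limma), which is below 1.5-fold, so that it is called only without a fold threshold, and not with the untreated arrays in the fit (adjusted p = 0.41), with adjusted p from 0.0076 to 0.41 over all alternatives. In the same sentence of the paper stand Cxcr2 and Grhl3, which passed at 1.45 and 0.96. Edn1 is marked as different between VEGF and PDGF in Fig 5C. The arrays of both groups overlapped (exact permutation p = 0.0536), while limma gave an adjusted p = 0.0014 and the methods' t-test p = 0.0228.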

Other observations

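Counts of genes shared between the times were chosen after the results of both times were seen.

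At 24 h after 1 dose each treatment changed fewer genes than at day 7 in the fits without the 5' level. The higher and lower genes at 24 h were 13 and 7 with IL-22-Fc, 19 and 2 with VEGF, and 60 and 129 with PDGF. The PDGF counts at 24 h were 352 and 266 without 24 h control replicate 2. At day 7 they were 52 and 131 with the 5' level as a covariate, chosen after seeing the data, with its larger standard error. For PDGF the difference between the times thus depends on the fit. With IL-22-Fc, Alox8 rose by 3.85 (standard error 0.40, adjusted p = 5.8e-05 from limma), Chil1 by 2.07 and Atl1 by 2.07, and Serpina12 fell by 2.26 and the cornified envelope gene Lor by 1.06. None of the 24 neutrophil genes passed (0 higher and 3 lower adjusted over the list alone), and the list was lower with a median of -0.38 (adjusted p = 8.9e-06 from camera, and adjusted p = 0.45 with an estimated correlation). Cxcr2, a member of this list, was 8.63 in 24 h control replicate 2 against 7.77 to 7.82 in the other 24 h controls. How far the list depends on this array is not given here. With VEGF, Rbp7 rose by 2.38 (standard error 0.17, adjusted p = 2.3e-07 from limma), Hecw2 by 1.82, Col13a1 by 1.49 and Gimap4 by 1.39, and of 35 endothelial genes 2 rose (8 adjusted over the list alone; adjusted p = 9.4e-06 from camera, and adjusted p = 0.49 with an estimated correlation). With PDGF, Hmga2 rose by 2.63 (standard error 0.33, adjusted p = 0.00018 from limma), Crabp1 by 2.47 and Tnc by 1.75, and Apod fell by 1.97. Of 29 skeletal muscle genes 12 fell with PDGF (26 adjusted over the list alone) and of 17 pericyte and smooth muscle genes 6 fell (13), with adjusted p = 3.3e-22 and 6.5e-13 from camera, and adjusted p = 0.39 and 0.057 with an estimated correlation. The mean 5' level was 13.32 in the 24 h PDGF arrays against 12.96 in the 24 h control, which these list results do not take into account. Between the 2 times, IL-22-Fc shared 9 genes up and 5 down where chance gives 0.19 and 0.06, VEGF 17 and 1 (0.37 and 0.07) and PDGF 6 and 20 (3.88 and 12.3). Among the genes called at 24 h, those shared were 9 of 13 up and 5 of 7 down with IL-22-Fc. They were 17 of 19 and 1 of 2 with VEGF, and 6 of 60 and 20 of 129 with PDGF. Over all genes called at day 7, the slope of the 24 h on the day 7 changes was 0.016 with VEGF and -0.137 with PDGF. These slopes rest on genes chosen by their day 7 change. The mean 5' level with PDGF was below the control at day 7 (12.07 against 13.09) and above it at 24 h. The negative PDGF slope cannot be told apart from this difference.

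Wounds and untreated skin differed in many genes. The labels do not give the genotype of the untreated skin, so a difference between genotypes is part of these contrasts if it is not db/db. The untreated arrays also carry names from a separate number series from all wound arrays. A processing batch, if there was one, cannot be separated from wounding here. Against untreated skin, day 7 control wounds had 1529 genes higher and 1716 lower, with the wound keratin Krt6b at 8.70 (standard error 0.51, adjusted p = 6.3e-16 from limma), the collagenase Mmp13 at 7.18 and S100a9 at 6.58. At 24 h 1624 were higher and 2130 lower, with the neutrophil chemokines Cxcl3 and Cxcl2 at 8.91 and 8.76. Of 28 fibroblast genes 23 rose and 2 fell at day 7, of 27 monocyte and macrophage genes 25 rose and 1 fell, and of 21 adipocyte genes 19 fell, the same counts as adjusted over the list alone (adjusted p = 8.4e-14, 2.5e-13 and 4.3e-12 from camera, and adjusted p = 0.073, 0.15 and 0.17 with an estimated correlation). Of 24 neutrophil genes 18 rose and 1 fell at 24 h (18 and 1 adjusted over the list alone; adjusted p = 2.5e-15 from camera, and adjusted p = 0.011 with an estimated correlation).

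Other splits of the same arrays into groups of the same sizes were fitted for each count, with the real value, the highest of the other splits and the number of splits with a result as large, the real one included. Chance is called excluded where no other split gave as much. Each count was judged alone, with no correction for the number of counts, and 1 of 100 or 1 of 56 is the smallest share possible. Chance can be excluded for genes higher with IL-22-Fc at day 7 (309, highest other 14, 1 of 100), genes lower with IL-22-Fc at day 7 (166, highest other 14, 1 of 100), genes higher with VEGF at day 7 (406, highest other 330, 1 of 100), genes lower with VEGF at day 7 (741, highest other 330, 1 of 100), genes higher with PDGF at day 7 (1338, highest other 692, 1 of 56), genes lower with PDGF at day 7 (1977, highest other 236, 1 of 56), genes higher with VEGF at 24 h (19, highest other 1, 1 of 100), genes higher with PDGF at 24 h (60, highest other 49, 1 of 100), genes lower with PDGF at 24 h (129, highest other 87, 1 of 100), genes higher in day 7 control than untreated (1529, highest other 1210, 1 of 100), genes lower in day 7 control than untreated (1716, highest other 1210, 1 of 100), genes higher in 24 h control than untreated (1624, highest other 1424, 1 of 100), genes lower in 24 h control than untreated (2130, highest other 1954, 1 of 100), ANOVA genes at day 7 (2144, highest other 0, 1 of 100), higher IL-22-Fc-specific genes (175, highest other 0, 1 of 100), lower IL-22-Fc-specific genes (30, highest other 0, 1 of 100), higher VEGF-specific genes (274, highest other 0, 1 of 100), lower VEGF-specific genes (297, highest other 0, 1 of 100), higher PDGF-specific genes (672, highest other 1, 1 of 100) and lower PDGF-specific genes (1361, highest other 0, 1 of 100). Chance stays open where other splits gave as much or more, though in fewer than 5 in 100, which was not corrected for the number of counts. These were genes lower with VEGF at 24 h (2, highest other 4, 2 of 100), lists with VEGF at 24 h (25, highest other 25, 3 of 100) and the IL-22-Fc effect day 7 minus 24 h (350, highest other 411, 2 of 100). These 3 also moved with other choices, to 1 gene lower with VEGF with 1 of several arrays left out (24 h VEGF replicates 3, 4 and 5 and 24 h control replicates 1, 3 and 4), to 0 lists with VEGF with an estimated correlation or fry, and to between 171 (without 24 h control replicate 2) and 589 genes (without 24 h IL-22-Fc replicate 5) for the difference between the times. It cannot be excluded for lists with IL-22-Fc at day 7 (23, highest other 28, 6 of 100), lists with VEGF at day 7 (28, highest other 33, 7 of 100), lists with PDGF at day 7 (13, highest other 19, 13 of 56), genes higher with IL-22-Fc at 24 h (13, highest other 339, 5 of 100), genes lower with IL-22-Fc at 24 h (7, highest other 292, 6 of 100), lists with IL-22-Fc at 24 h (7, highest other 24, 92 of 100), lists with PDGF at 24 h (21, highest other 24, 5 of 100), lists in day 7 control against untreated (24, highest other 29, 12 of 100) and lists in 24 h control against untreated (29, highest other 31, 5 of 100). Some splits of the 24 h arrays gave several times the real count, and the source of this was not tested. For IL-22-Fc at 24 h, 9 of the 13 higher and 5 of the 7 lower genes were also called at day 7, on separate arrays. Chance gives 0.19 and 0.06 there. This argues against chance for the shared genes, while for the counts themselves it stays open.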
